# Vertical sleeve gastrectomy reverses diet-induced gene-regulatory changes impacting lipid metabolism

**DOI:** 10.1038/s41598-017-05349-2

**Published:** 2017-07-13

**Authors:** Juan Du, Jingyan Tian, Lili Ding, Candi Trac, Brian Xia, Siming Sun, Dustin E. Schones, Wendong Huang

## Abstract

Vertical sleeve gastrectomy (VSG) produces sustainable weight loss, remission of type 2 diabetes (T2D), and improvement of nonalcoholic fatty liver disease (NAFLD). However, the molecular mechanisms underlying the metabolic benefits of VSG have remained elusive. According to our previous results, diet-induced obesity induces epigenetic modifications to chromatin in mouse liver. We demonstrate here that VSG in C57BL/6J wild-type male mice can reverse these chromatin modifications and thereby impact the expression of key metabolic genes. Genes involved in lipid metabolism, especially omega-6 fatty acid metabolism, are up-regulated in livers of mice after VSG while genes in inflammatory pathways are down-regulated after VSG. Consistent with gene expression changes, regulatory regions near genes involved in inflammatory response displayed decreased chromatin accessibility after VSG. Our results indicate that VSG induces global regulatory changes that impact hepatic inflammatory and lipid metabolic pathways, providing new insight into the mechanisms underlying the beneficial metabolic effects induced by VSG.

## Introduction

A dramatic increase in the prevalence of obesity over the last few decades has led to a worldwide epidemic. In the United States alone, one-third of adults are classified as obese (BMI > 30)^1^. Obesity is a risk factor for many other diseases, including type 2 diabetes (T2D), cardiovascular diseases, and many types of cancer^2^. Conventional treatments for obesity such as exercise and dietary changes are often insufficient leading to regaining weight. Pharmacological options are limited and patients often experience severe side effects^3^. Bariatric surgeries, including vertical sleeve gastrectomy (VSG), Roux-en-Y gastric bypass and adjustable gastric band, have shown sustainable weight loss and remission of T2D^4^. VSG is not only an effective treatment for obesity and T2D, but also has been shown to significantly improve nonalcoholic fatty liver disease (NAFLD) and nonalcoholic steatohepatitis (NASH)^5, 6^. Obese mice that receive VSG have reduced hepatic steatosis *prior to* weight loss^5^. Despite these benefits, bariatric surgeries are invasive and are associated with the risk of mortality and nutritional deficiencies^4^. Furthermore, not all patients sustain the weight reduction^7^. In order to develop safer and more effective therapeutic approaches for the treatment of these diseases, it is important to better understand the molecular mechanisms by which bariatric surgeries exert these beneficial metabolic effects.

There is increasing evidence that metabolic diseases are associated with epigenetic dysregulation. We have previously demonstrated that diet-induced obesity leads to chromatin modifications in the liver of mice^8^ and these can persist even upon the removal of an obesogenic diet^9^. Alteration of promoter methylation of metabolic genes has been observed in muscle tissue from obese patients, and these changes can be reversed after surgery-induced weight loss^10^. Analysis using liver biopsies of NAFLD and normal individuals revealed NAFLD-specific DNA methylation and transcriptional changes for genes involved in metabolism and insulin signaling. These NAFLD-specific DNA methylation signatures were shown to be partially reversible after bariatric surgery^11^.

To investigate the molecular mechanisms underlying the beneficial metabolic effects induced by VSG, we performed genome-wide profiling of chromatin accessibility and gene expression in C57BL/6J wild-type male mice after VSG surgery and compared these profiles to mice with a sham surgery. We demonstrate that diet-induced changes in gene expression and chromatin accessibility can be reversed by VSG.

## Results

### Reversible chromatin accessibility changes after VSG

We resected liver tissue from wild-type male C57BL/6J mice that underwent Sham or VSG surgery (Fig. 1A). As a control, we used livers from age-matched C57BL/6J mice fed on a control standard chow without surgery (Fig. 1A). As described previously, VSG mice had significant weight loss compared to Sham mice over the course of the study^12^, although VSG mice still weighed more than age-matched control-fed mice (Fig. 1B). Mice that underwent VSG showed reversible changes of liver lipid storage (Fig. 1C) and triglyceride (TG) levels (Fig. 1D). H&E staining showed more lipid droplets in the liver of Sham mice as compared to Control, and the number of lipid droplets decreased in the VSG mice compared to Sham mice (Fig. 1C). Similarly, the hepatic TG levels in Sham mice significantly increased when compared to Control mice (Fig. 1D). In VSG mice, although the hepatic TG levels were higher than Control, they were significantly decreased compared to Sham mice (Fig. 1D). Though the overall weight of VSG mice was greater than Control mice, lipid accumulation and triglyceride levels in liver were reversed by VSG. We next sought to determine the molecular changes associated with these phenotypic changes.

**Figure 1:**
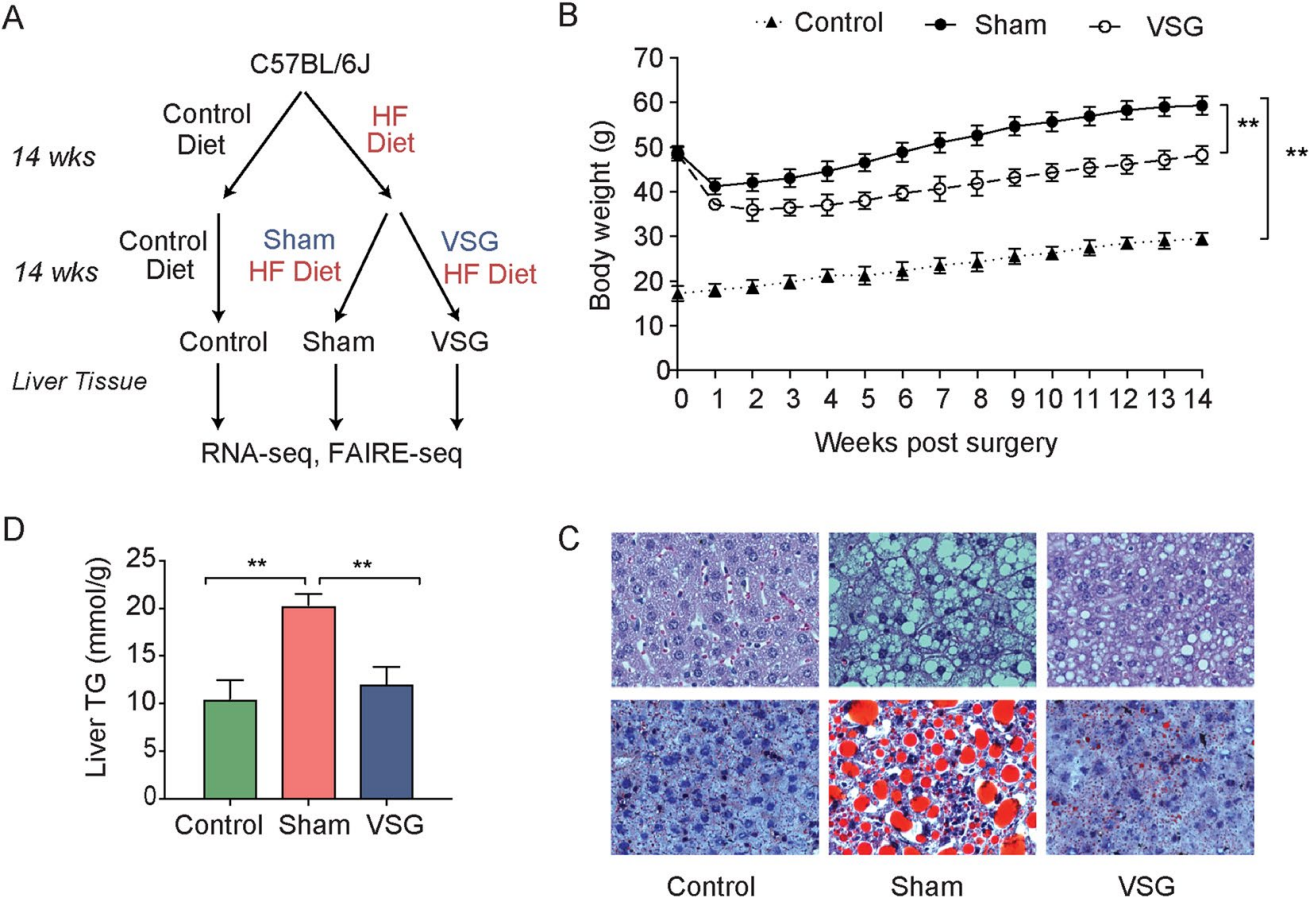
Characteristics of C57BL/6J mice after vertical sleeve gastrectomy (VSG). (**A**) Scheme for mice feeding and surgery for Control, Sham, and VSG group. (**B**) Body weight (grams) over the course of the 14 weeks for Control, Sham, and VSG group. Error bars represent standard error of the mean from 9 to 12 mice in each group. (**Indicates *p* < 0.01) Sham and VSG weights are from Ding, L. *et al*.^12^. (**C**) Hematoxylin and eosin (top) and Oil Red O (bottom) staining from livers of Control, Sham and VSG mice. (**D**) Liver triglyceride (milligrams/g) levels of Control, Sham, and VSG mice. Values are mean ± S.D. (n = 5 per group, **Indicates *p* < 0.01).

To understand the regulatory changes induced by VSG, we profiled genome-wide chromatin accessibility in livers of mice that underwent VSG or Sham procedures, as well as Control mice (Fig. 1A). 

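FAIRE-seq (Formaldehyde Isolation of Regulatory Elements) recovers DNA that formaldehyde leaves free of nucleosomes, so that regions rich in reads mark accessible chromatin. Livers of 2 mice were profiled in each of the 3 groups: Control mice kept on standard chow for 28 weeks, and Sham and VSG mice fed a high-fat diet for 14 weeks before and 14 weeks after surgery. The authors aligned the reads to mm9 (NCBIM37) with bowtie1, kept uniquely mapped and properly paired reads without PCR duplicates, called peaks with F-seq and kept the peaks that IDR found in both mice of a group. Each of the 3 deposited peak lists therefore combines 2 mice, no value per mouse was at hand, and the sequencing depth behind the lists is unknown. The lists held 42204 peaks in Control, 52881 in Sham and 44539 in VSG mice. These peaks covered 19101955 bp in Control, 23335918 bp in Sham and 18530939 bp in VSG mice, with median lengths of 344, 342 and 324 bp. The signal of a peak is the authors' F-seq value, with a median of 0.252 in Control, 0.398 in Sham and 0.298 in VSG mice, and was used only to rank peaks within a list. Keeping the 50% of peaks with the highest signal, the alternative that moved the numbers most, left 21102, 26440 and 22269 peaks by construction. With peaks of at least 250 bp, 29791 remained in Control, 40453 in Sham and 31319 in VSG mice. The lists were merged into a union of 59246 peaks, and a union peak was taken as present in a group when it overlapped a peak of that group by at least 1 bp.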

To evaluate the genome-wide signatures of chromatin accessibility in response to VSG, we performed hierarchical clustering on the union set of accessible chromatin sites across the three conditions (Fig. 2A). Overall, the clustering analysis indicated that the chromatin accessibility profiles of mice that underwent VSG were more similar to Control mice than the mice that underwent Sham procedures (Fig. 2A), indicating that chromatin modifications associated with diet-induced obesity are largely reversed by VSG.

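Of the 59246 union peaks, 32716 were present in all 3 groups. A further 10160 were present in Sham mice only, 3149 in Control mice only and 2262 in VSG mice only, and 1878 were shared by Control and VSG mice but absent from the Sham list. The Jaccard index, the number of shared union peaks divided by the number present in either group, was 0.627 for Control and Sham (35714 of 56984), 0.705 for Control and VSG (34594 of 49086) and 0.692 for Sham and VSG (38799 of 56097). Because each list pools its mice, these indices have no error from replicates. When the same number of peaks, the 42204 with the highest signal, was taken from each list, the index was highest for Sham and VSG, at 0.714, with 0.706 for Control and VSG and 0.645 for Control and Sham. Read counts over the union, on which the clustering in Fig. 2A was built, were not used here. From that clustering, in which VSG mice lay closer to Control than Sham mice did, the paper concludes that VSG largely reverses the chromatin modifications associated with diet-induced obesity.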

**Figure 2:**
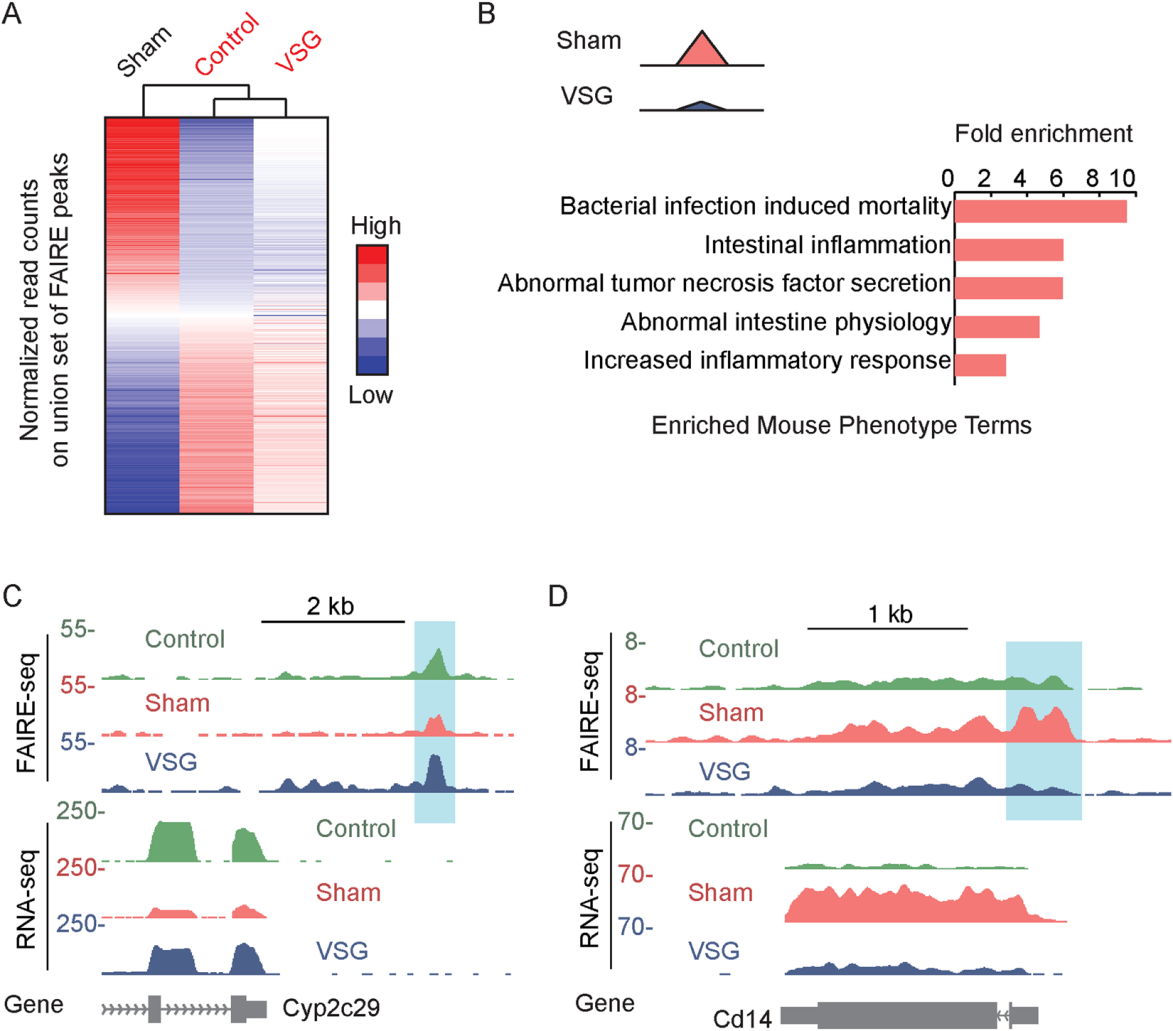
Reversible chromatin accessibility changes after VSG. (**A**) Heatmap of relative read counts at each peak of chromatin accessibility, sorted by relative fold change between Sham and Control group. The dendrogram above the heatmap shows the distance between Control, Sham, and VSG group characterized by read counts at each site. (**B**) Enriched mouse phenotype terms for chromatin sites that are less accessible in VSG mice compared to Sham. (**C** and **D**) Examples of reversible genes and accessible chromatin sites at the *Cyp*2c29 (**C**) and *Cd*14 (**D**) loci.

In order to understand the molecular networks involved in the VSG response, we began by focusing on regions of the genome that displayed variable accessibility between livers of VSG and Sham mice. 

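The authors called variable sites between Sham and VSG mice with DESeq2 on read counts, and the deposited lists give the position of each site without a value. They held 99 sites more accessible in Sham than VSG mice and 414 sites more accessible in VSG than Sham mice, together 0.866% of the union peaks. All 99 sites of the former list lay in a Sham peak, 10 lay in a VSG peak and 29 in a Control peak. Of the 414 sites of the latter list, all lay in a VSG peak, 187 (45.2%, Wilson 95% interval 40.4 to 50.0%) in a Sham peak and 303 (73.2%, 68.7 to 77.2%) in a Control peak. With the same number of peaks from each list, the alternative that moved these shares most, 35.5% of the sites more accessible in VSG lay in a Sham peak. The authors' reversible lists held 61 of the 99 sites (61.6%) and 175 of the 414 sites (42.3%). Of the 175 reversible sites less accessible in Sham mice, 175 lay in a Control peak and 104 (59.4%) in a Sham peak. Of the 61 reversible sites more accessible in Sham mice, 9 lay in a Control peak and 9 in a VSG peak. Among the 414 sites, 12 lay on chromosome Y.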

Based on GREAT analysis^13^, sites with reduced chromatin accessibility after VSG were enriched for inflammatory phenotypes (Fig. 2B), as well as lipid metabolic diseases (Supplementary Fig. 1). 

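Sites were assigned to the gene with the nearest transcription start site (TSS) in the NCBIM37 annotation, in place of the regions that GREAT uses. The 99 sites with reduced accessibility after VSG had a median distance to the TSS of 28846 bp, against 12602 bp for the union peaks. Within 1000 bp of a TSS lay 4 of them (4.04%, against 22.7% of the union), 36 lay in introns and 53 (53.5%) were intergenic. Within 100 kb they had 75 nearest genes. In the lists of inflammatory genes used here, which cover acute phase proteins, neutrophil and Kupffer cell markers, chemokines and toll-like receptors, 3 of these genes were found: Hamp, Saa1 and Saa2, named after their values were seen. None of the 75 genes was among the 34 that the authors called between Sham and VSG mice, and 3 of the 40 with a p-value in the authors' deposited table had an unadjusted p-value under 0.05.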

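The 414 sites with increased accessibility in VSG mice had a median distance to the TSS of 873 bp. Of these sites, 210 (50.7%) lay within 1000 bp of a TSS, 49 in exons, 45 in introns and 110 (26.6%) in intergenic sequence. They had 346 nearest genes within 100 kb. Among these genes Nr4a1, named after its values were seen, was the 1 gene that the authors also called between Sham and VSG mice. The lists of inflammatory genes held 0 of the 346, and 14 of the 183 with a p-value in the authors' deposited table had an unadjusted p-value under 0.05.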

Sites with increased chromatin accessibility after VSG were not enriched for any terms by GREAT analysis. 

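Positions are 1-based in NCBIM37 (mm9), and those of genes and TSS belong to the annotated gene, not to the RefSeq transcript named beside it. Cyp2c29 (NM_007815) lies on chromosome 19 from 39315441 to 39405189 on the plus strand, and no peak of any group lay within 5 kb of it. The variable site nearest to its TSS that was more accessible in VSG mice lay 309881 bp away, from 39005252 to 39005560 in the promoter of Hells, with a signal of 0.340 in Control, 0.510 in Sham and 0.760 in VSG mice. The nearest site that was more accessible in Sham mice lay 977632 bp away, from 40293073 to 40293352, intergenic and nearest to Cyp2c70, with a peak in Sham mice only. Cd14 (NM_009841) lies on chromosome 18 from 36884728 to 36886390 on the minus strand. A Sham peak from 36886125 to 36886568, with a signal of 0.209, covered its TSS, and the Control and VSG lists held no peak within 5 kb of the gene. This peak was not among the deposited variable sites. The variable site nearest to Cd14, more accessible in Sham mice and reversible, lay 1334495 bp from its TSS, from 38220885 to 38221544, intergenic and nearest to Arap3.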

Examples of sites of variable chromatin accessibility and nearby genes are shown in Fig. 2C and D.

### Inflammatory and lipid metabolic genes are altered in mouse liver after VSG

After focusing on putative regulatory regions involved in the VSG response, we next wanted to examine the transcriptional response to VSG. We profiled gene expression by RNA sequencing (RNA-seq) using livers from Control, Sham and VSG mice (Fig. 1A). 

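RNA was taken from the same livers as for FAIRE, from 2 Control, 2 Sham and 2 VSG mice. The paper's methods give depletion of ribosomal RNA before sequencing, whereas the sample labels give poly(A) enrichment. The authors aligned the reads to mm9 with TopHat2 and estimated an FPKM for each RefSeq transcript with Cufflinks, which shares reads between the isoforms of a gene. From counts by HTSeq they compared the groups with DESeq2, and the deposited tables give a log2 fold change and a p-value for 9978 transcripts between Control and Sham mice and for 9877 between Sham and VSG mice. Counts per mouse were not used here, so the depth of each mouse is not known in reads. The spacing of low FPKM values gave a depth, relative to Control mouse 1, of 0.833 for Control mouse 2, 0.676 and 1.17 for the Sham mice and 1.56 and 0.920 for the VSG mice. Of 34933 transcripts, between 16039 and 17222 per mouse had an FPKM above 0 and between 9660 and 10364 an FPKM of at least 1. An FPKM listed at 0 can be a failed estimate rather than an absence of reads, since 22 of 91 transcripts of ribosomal proteins, found by symbol without kinases and pseudogenes, were listed at 0 in all 6 mice. Among transcripts with an FPKM of at least 1 in 1 or both mice of a group, the mice differed at least 2-fold for 17.6% in Control, 32.8% in Sham and 23.9% in VSG mice. The FPKM values were compared with limma on log2(FPKM + 1), with all 3 groups in the fit, for the 11511 transcripts with an FPKM of at least 1 in at least 2 mice, at an FDR of 10%. With 2 mice against 2, an exact permutation test cannot give a p under 0.333, so no such test was run on single genes. In data simulated on these FPKM values, 200 transcripts with a mean log2(FPKM + 1) of at least 2 were changed in Sham mice. The changes were 2 or 4 on the log2 scale, and smaller ones were not simulated. Between Control and Sham mice limma recovered 123 of the 200, among them 76 of the 100 changed by 4, and called 17 unchanged ones.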

As with the FAIRE-seq analysis, we focused on genes that were differentially expressed between the VSG and Sham mice. We identified 34 differentially expressed genes between Sham and VSG mice (FDR 10%; Supplementary Table 1). 

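In the authors' deposited table 34 of 9877 transcripts passed an adjusted p-value of 0.1, with 21 higher and 13 lower in VSG mice and a smallest adjusted p-value of 0.00141. On the FPKM values limma called 9 of 11511 transcripts, 6 higher and 3 lower in VSG mice, with a smallest adjusted p of 0.0444 and with 571 transcripts under an unadjusted p of 0.05. All 9 were listed at an FPKM of 0 in at least 1 mouse, as were 29.0% of the transcripts tested. No filter on FPKM, the alternative that raised this count most, gave 31 of 22336. Of the authors' 34 genes, 24 were tested by limma, 0 passed its FDR of 10% and 11 had an unadjusted p under 0.05, and 29 of the 34 moved in the same direction in FPKM. Rgs5 (NM_009063, chromosome 1, 171585632 to 171625944) rose from an FPKM of 1.84 ± 0.0722 in Sham to 7.92 ± 1.21 in VSG mice (SD, n = 2), with a log2 fold change of 1.65 (standard error 0.25, adjusted p = 0.353, limma) and of 1.80 in the authors' deposited table. Slco1a4 (NM_030687, chromosome 6, 141753961 to 141804720) had an FPKM of 1.90 and 1.05 in the Sham mice and 3.75 and 15.1 in the VSG mice (log2 fold change 1.84, standard error 0.76, adjusted p = 0.937, limma). The lincRNA 1500017E21Rik (NR_033510, chromosome 19, 36688542 to 36780131) was listed at 5.61 and 0.984 in Sham and at 16.7 and 0 in VSG mice, so that its direction depended on the pseudocount, whereas its log2 fold change was 3.51 in the authors' deposited table. Gm7694 (NM_001198955, chromosome 1, 172231277 to 172232958) decreased from 8.90 ± 3.42 to 1.59 ± 0.756 (SD, n = 2), with a log2 fold change of −1.92 (standard error 0.49, adjusted p = 0.766, limma).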

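DAVID's pathways were replaced by lists of genes named in advance and by families taken from gene symbols. The median log2 change of a list from Sham to VSG mice, on FPKM summed per gene with an FPKM of at least 1 in a group, was ranked among 10000 random lists of the same size and similar expression. Targets of the nuclear receptors CAR and PXR rose by a median of 1.44 (13 genes, higher in all 13, percentile 100), and without VSG mouse 2 by 0.79 and without VSG mouse 1 by 2.37. The Cyp2c family rose by 1.02 (13 genes, 11 higher, percentile 99.99). The Cyp3a family rose by 1.51 (7 genes, 5 higher, percentile 100), the Ugt family by 0.80 (15 genes, 12 higher, percentile 100) and genes of bile acid synthesis by 0.64 (10 genes, 9 higher, percentile 99.7). A single mouse decided part of these: without VSG mouse 1 the Cyp3a median was 2.65, without VSG mouse 2 the Ugt median was 0.35, and without Sham mouse 2 the Ugt median was 0.21 and the bile acid median 0.12. Lipogenic genes rose by 0.41 (13 genes, percentile 98.8), by 0.17 without Sham mouse 2, and had a median of −0.00095 in the authors' deposited table. PPAR targets stayed at 0.01 (20 genes, percentile 11.1, from −0.27 without VSG mouse 1 to 0.38 without Sham mouse 2), the Cyp4a family at −0.16 (6 genes, percentile 3.93, from −1.13 without Sham mouse 2 to 0.81 without Sham mouse 1), and cholesterol synthesis fell by 0.54 (15 genes, percentile 0.01), with −1.39 without VSG mouse 1 and a rise by 0.22 without VSG mouse 2. Medians of the authors' log2 fold changes in the deposited table were smaller for several lists, with 0.13 for the Ugt family, 0.49 for the Cyp2c family and −0.0481 for bile acid synthesis, and 1.37 for the Cyp3a family. Among the 21 genes called higher in VSG in the authors' deposited table, CAR/PXR targets were enriched with Cyp2c55 and Slco1a4 (2 of 11 in a background of 9681 genes, Fisher's exact test, adjusted p = 5.3e-03). By the same exact test, the list of all Cyp genes gave 3 of 61 (Cyp2b13, Cyp2c55 and Cyp3a59, adjusted p = 5.3e-03), and among the 54 combinations of list and direction tested, adjusted together by Benjamini-Hochberg (BH), 5 lists passed an adjusted p of 0.05. These 5 lists are not independent. Cyp2b13 was called in the female-biased, Cyp2b and all-Cyp lists, and Cyp2c55 in the CAR/PXR and all-Cyp lists. With a background of genes with an FPKM of at least 1, the alternative that lowered the number of lists most, 1 list passed Fisher's exact test, the CAR/PXR targets (adjusted p = 9.4e-03).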

Up-regulated genes in VSG compared to Sham were enriched for metabolic pathways, including retinol and linoleic acid metabolism (Fig. 3A and B). In contrast, genes down-regulated in VSG compared to Sham were enriched for inflammatory and defense response (Fig. 3C and D). This result is consistent with chromatin accessibility changes between VSG and Sham mice, for which sites with reduced accessibility were enriched for inflammatory pathways (Fig. 2B). 

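Acute phase proteins had a median log2 change from Sham to VSG mice of −1.45 (17 genes, all lower in VSG, percentile 0), which was −0.79 without VSG mouse 2, −0.83 without Sham mouse 2. Neutrophil markers fell by 1.02 (3 genes, all lower, percentile 0.395). For Cxcl chemokines the median was −0.62 (9 genes, 6 lower, percentile 0.39), and without Sham mouse 2 it was −1.04. Ccl chemokines stood at −0.19 (7 genes, 6 lower, percentile 13.8), with 0.18 without VSG mouse 1. Toll-like receptors stood at 0.25 (4 genes, percentile 79.3), with −0.16 without Sham mouse 2 and −0.24 without VSG mouse 2. Kupffer cell markers were higher in VSG mice, by 0.63 (11 genes, 9 higher, percentile 99.95), which was 1.47 without VSG mouse 1 and −0.38 without VSG mouse 2. With the log2 fold changes of the authors' deposited table, the median was −0.61 for acute phase proteins, −1.94 for neutrophil markers, −0.94 for Cxcl chemokines and −0.0275 for toll-like receptors. Of the 13 genes lower in VSG mice in the authors' deposited table, Cxcl1 belonged to the Cxcl list (1 of 8, Fisher's exact test, adjusted p = 0.0833) and Orm3 to the acute phase list (1 of 23, adjusted p = 0.183), so that 0 lists passed an adjusted p of 0.05 in this direction, while the acute phase list had an unadjusted p of 0.0305. Cxcl1 (NM_008176, chromosome 5, 91320267 to 91322141) had an FPKM of 69.4 ± 7.75 in Sham and 18.6 ± 2.95 in VSG mice (SD, n = 2), with a log2 fold change of −1.85 (standard error 0.71, adjusted p = 0.937, limma). Orm3 (NM_013623) was listed at 305.03 in 1 Sham mouse and at 0 in the other 5 mice.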

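Direction was compared between sites and expression for genes whose nearest variable site lay within 100 kb. Near sites more accessible in Sham mice, 25 of 40 genes (62.5%) had a lower FPKM in VSG than Sham mice. Near sites more accessible in VSG mice, 114 of 189 genes (60.3%) had a higher FPKM in VSG mice, and so did 59.7% of all 9706 genes that passed the filter. The directions differed between the 2 sets of genes (Fisher's exact test, 2-sided, p = 0.0133). The median changes were −0.15 and 0.09 on the log2 scale. A permutation of the site labels, which compared the mean changes, found no difference (100000 permutations, 2-sided, p = 0.216). With genes within 10 kb, 8 of 11 were lower and 83 of 145 higher (p = 0.0650, Fisher's exact test). With the log2 fold changes of the authors' deposited table, 72.5% of 40 genes were lower and 58.5% of 183 higher (p = 4.3e-04, Fisher's exact test), and the permutation gave p = 2.0e-05, the smallest it can give.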

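Counted in the authors' deposited table, 355 transcripts had an unadjusted p-value under 0.05 between Sham and VSG mice, 223 higher and 132 lower in VSG. Among 9877 transcripts, 494 would pass this threshold by chance alone if none differed and the p-values were uniform. On the FPKM values, limma gave 571 of 11511 transcripts under the same unadjusted threshold, and 657 in a simulation in which no transcript differed. At least 2-fold apart between the group means were 1563 transcripts, and between 1924 and 2477 when 1 mouse was left out, with 2423 without VSG mouse 1 and the highest number without Sham mouse 2.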

Using a less stringent threshold to identify differentially expressed genes, we found 355 differentially expressed genes between Sham and VSG mice (*p*-value < 0.05; Supplementary Table 2). With this threshold, up-regulated genes in VSG were still enriched for fatty acid metabolism pathways, and down-regulated genes were still enriched for immune-related pathways (Supplementary Fig. 2), consistent with results obtained using the more stringent threshold (Fig. 3B and D).

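At the unadjusted threshold, the genes higher in VSG mice in the authors' deposited table were enriched for 9 of the lists tested here and the lower genes for 3 (Fisher's exact test, adjusted p under 0.05). Among lists of metabolic genes, Fisher's exact test gave among the higher genes 9 of 61 Cyp genes (adjusted p = 1.2e-04), 4 of 11 CAR/PXR targets (8.2e-04), 3 of 12 Cyp2c genes (0.0118) and 2 of 5 Cyp3a genes (0.0241), and the Kupffer cell markers gave 3 of 11 among the higher genes (0.0100). Among the lower genes the exact test gave 8 of 23 acute phase genes (adjusted p = 6.3e-09), 3 of 8 Cxcl genes (1.1e-03) and 2 of 4 neutrophil markers (7.1e-03).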

**Figure 3:**
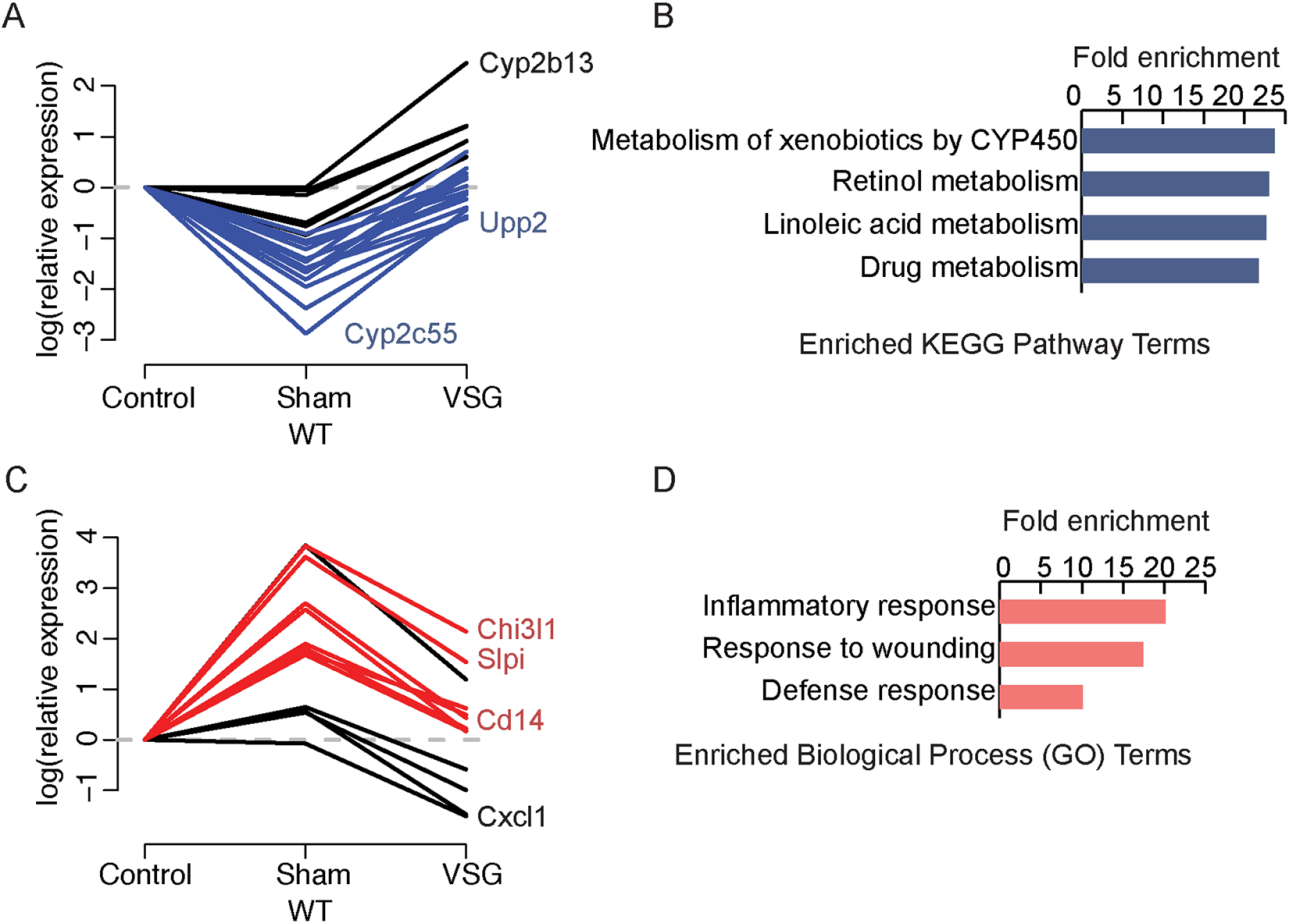
Inflammatory and lipid metabolic genes are altered in mouse liver after VSG. (**A**) Line plot of relative gene expression for genes up-regulated in VSG compared to Sham mice. (**B**) Enriched KEGG Pathway terms for genes up-regulated in VSG compared to Sham mice. (**C**) Line plot of relative gene expression for genes down-regulated in VSG compared to Sham mice. (**D**) Enriched Gene Ontology Biological Process terms for genes down-regulated in VSG compared to Sham mice.

When we considered the expression levels of genes of Control mice, 68% (23/34) of the genes differentially expressed between Control and Sham showed “reversible” gene expression trends (blue lines in Fig. 3A and red lines in Fig. 3C). Specifically, several cytochrome P450 (CYP450) genes were down-regulated in Sham compared to Control mice, and reversed in VSG mice (Fig. 3A). Similarly, several immune-related genes, such as *Cd14* (Fig. 2D) and secretory leukocyte peptidase inhibitor (*Slpi*), were up-regulated in Sham compared to Control mice, and reversed in VSG mice (Fig. 3C). 

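In the authors' deposited tables, 23 of the 34 genes called between Sham and VSG mice were also called between Control and Sham mice in the opposite direction (67.6%, Wilson 95% interval 50.8 to 80.9%). They were 15 of the 21 genes higher in VSG and 8 of the 13 lower in VSG. Of the remaining genes, Apold1 and Cyp2b13 were not in the table of Control and Sham, and the sign was opposite for all 32 genes in both tables. Taking the 355 genes at an unadjusted p-value under 0.05 moved the share most, to 32.7% (116 genes). The Sham libraries enter both comparisons, so opposite changes also arise by chance. Every simulation counted the 516 genes with the largest Control to Sham statistics as called in that comparison, whatever their size. In 1000 simulations in which no gene differed between the 3 groups and all mice had the same spread, the 32 genes with the largest Sham to VSG statistics held a median of 11 reversible genes (central 95% from 6 to 17), and 0 simulations reached 23. Where Control and Sham differed as called and VSG equalled Sham, the median was 5 (1 to 9). The outcome depended on the spread: with spreads in proportion to the median absolute log2 difference between mice, which was 0.271 in Control, 0.599 in Sham and 0.426 in VSG, unchanged groups gave a median of 24 (19 to 28), and 703 of 1000 simulations reached 23. With these spreads and VSG equal to Sham, where Control and Sham differed as called, the median was 13 (7.98 to 18), and 0 simulations reached 23. The unequal spreads were simulated after the result was seen.

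**Figure D1:**
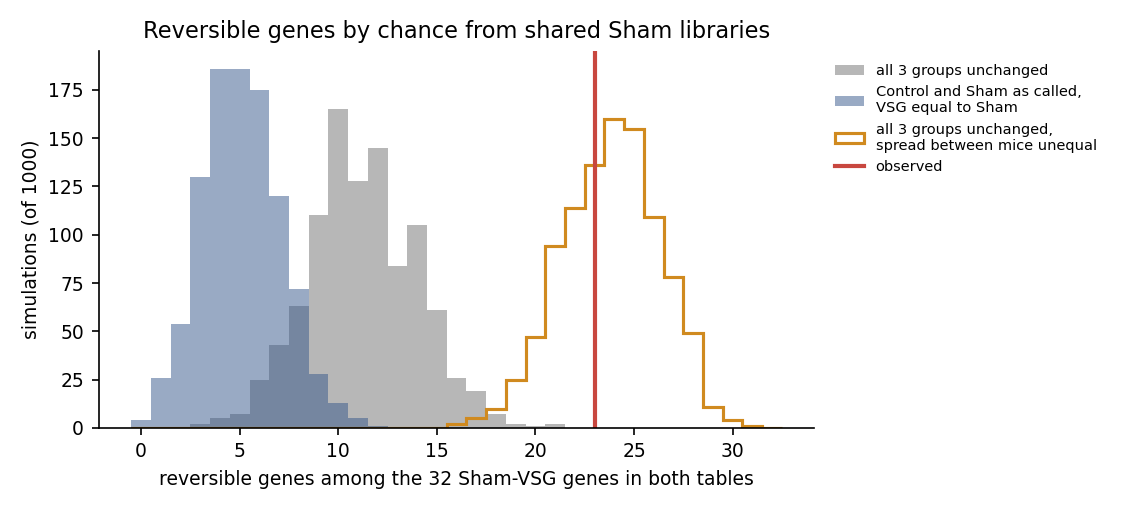
Number of reversible genes among 32 in each of 1000 simulations (x axis) against the number of simulations (y axis). Grey bars show 3 unchanged groups, blue bars VSG equal to Sham, the orange outline unchanged groups with unequal spread, and the red line the 23 genes observed.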

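Of 104 Cyp genes, 64 had an FPKM, summed over transcripts, of at least 1 in a group. From Control to Sham mice 48 of the 64 were lower and 15 higher, with a median log2 change of −0.61, which was −0.14 without Sham mouse 2 and −0.98 without Sham mouse 1. From Sham to VSG mice 46 were higher and 18 lower, with a median of 0.62, which was 0.10 without Sham mouse 2. Lower in Sham than Control and higher in VSG than Sham were 38 genes. Relative to Control, the median in VSG mice was −0.11. In the authors' deposited table, 8 of 63 Cyp genes were among those called lower in Sham mice (Fisher's exact test, adjusted p = 8.7e-04), and the median log2 change from Sham to VSG was 0.03.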

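Cd14 had an FPKM of 2.25 and 1.31 in the Control mice, 8.13 and 49.0 in the Sham mice and 2.82 and 2.45 in the VSG mice. Its log2 fold change was 2.96 from Control to Sham and −2.56 from Sham to VSG (standard error 0.83, adjusted p = 0.387 and 0.927, limma). Both Sham mice lay above the other 4 mice, but they differed from each other more than the lower of them did from the other groups. In the authors' deposited table these log2 fold changes were 3.12 and −2.36 (adjusted p = 6.3e-07 and 4.9e-03, DESeq2). Slpi (NM_011414, chromosome 2, 164179806 to 164214831) had an FPKM of 0.236 ± 0.111 in Control, 12.3 ± 5.63 in Sham and 1.55 ± 1.14 in VSG mice (SD, n = 2). Its log2 fold changes were 3.36 and −2.39 (standard error 0.49, adjusted p = 0.140 and 0.536, limma), and both Sham mice lay above the other 4 mice. The authors' deposited table gives 5.14 and −2.74 for Slpi.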

We also identified differentially expressed genes between Control and Sham mice (FDR 10% DESeq2; Supplementary Table 3). 

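Between Control and Sham mice, 530 of 9978 transcripts passed an adjusted p-value of 0.1 in the authors' deposited table, 308 higher and 222 lower in Sham mice. At an unadjusted p-value under 0.05 there were 1311, where 499 would be expected by chance. On the FPKM values limma called 40 transcripts, 13 higher and 27 lower in Sham mice, with a smallest adjusted p of 0.00578 and 1177 under an unadjusted p of 0.05. Of these 40, 35 were listed at 0 in at least 1 mouse. Without a filter on FPKM, the alternative that raised the count most, limma called 109. Of the authors' 530 calls, 379 were tested by limma, 4 passed its FDR of 10% and 198 had an unadjusted p under 0.05, and 478 of the 530 moved in the same direction in FPKM. Cyp2b10 (NM_009999, chromosome 7, 26682639 to 26711643) fell from 8.46 and 8.81 in the Control mice to 0.0389 and 0.009 in the Sham mice (log2 fold change −3.23, standard error 0.27, adjusted p = 0.0418, limma). Ly6d (NM_010742, chromosome 15, 74592486 to 74593997) rose from 1.12 ± 0.144 to 115 ± 46.6 (SD, n = 2), a log2 fold change of 5.72 (standard error 0.58, adjusted p = 0.0672, limma). Chi3l1 (NM_007695, chromosome 1, 136078753 to 136086758) rose from 0.161 ± 0.0941 to 11.7 ± 7.56 (SD, n = 2). For Prtn3 (NM_011178) the FPKM was 1.33 and 1.11 in the Control mice but 0 and 34.2 in the Sham mice, and 0.01 as the pseudocount turned its direction. Ppp1r3g (NM_029628, chromosome 13) fell from 9.00 ± 6.21 to 0.457 ± 0.0193 and Timp3 (NM_011595, chromosome 10) from 1.00 ± 0.0348 to 0.100 ± 0.0382 (SD, n = 2).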

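The lists of metabolic genes were compared between Control and Sham mice in the same way as between Sham and VSG mice. CAR/PXR targets had a median log2 change of −2.14 in Sham mice (13 genes, 11 lower, percentile 0), between −2.74 and −1.58 without each mouse. The Cyp2c family fell by 1.72 (13 genes, 11 lower, percentile 0), and by 0.82 without Sham mouse 2. For the Cyp3a family the median was −1.54 (7 genes, 5 lower, percentile 0), with −0.25 without Control mouse 2 and −2.28 without Control mouse 1, and Cyp3a25 was listed at 0 in both Control mice. Lipogenic genes fell by 0.70 (13 genes, 9 lower, percentile 0.03), with −0.42 without Control mouse 1, and the Cyp4a family by 1.08 (6 genes, 5 lower, percentile 0.14), with −0.51 without Sham mouse 2. The Ugt family stood at −0.64 (15 genes, 12 lower, percentile 0.025), with 0.02 without Sham mouse 2 and −0.29 without Control mouse 2, and genes of bile acid synthesis at −0.40 (10 genes, 7 lower, percentile 2.07), with −2.1e-05 without Sham mouse 2. Medians of the authors' log2 fold changes in the deposited table were −0.97 for the Cyp2c family, −0.66 for the Cyp3a family, −0.47 for the Cyp4a family and −0.06 for bile acid synthesis (percentile 59.1). Among the 221 genes lower in Sham mice in the authors' deposited table, Fisher's exact test gave 6 of 12 CAR/PXR targets (adjusted p = 1.9e-06), 5 of 16 Ugt genes (2.7e-04), 4 of 13 Cyp2c genes (1.4e-03) and 3 of 12 lipogenic genes (0.0130).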

The down-regulated genes in Sham compared to Control mice are enriched for metabolic pathways, including linoleic acid metabolism (Supplementary Fig. 3A), which were up-regulated in VSG compared to Sham (Fig. 3B). The up-regulated genes in Sham compared to Control mice were enriched for inflammatory and immune response (Supplementary Fig. 3B), which were down-regulated in VSG compared to Sham mice (Fig. 3D). This correspondence of pathways further indicates that VSG can reverse diet-induced transcriptome changes.

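Kupffer cell markers rose by a median of 1.03 on the log2 scale from Control to Sham mice (11 genes, 10 higher, percentile 100), between 0.82 and 1.25 without each mouse. Neutrophil markers rose by 2.05 (3 genes, all higher, percentile 99.8). Acute phase proteins rose by 1.21 (17 genes, 12 higher, percentile 100), by 1.80 without Sham mouse 1 and by 0 without Sham mouse 2. Toll-like receptors stood at 0.55 (4 genes, 2 higher, percentile 93.2, 0.85 without Sham mouse 2), Cxcl chemokines at 0.26 (9 genes, 8 higher, percentile 79.4, from −0.16 without Control mouse 2 to 1.20 without Control mouse 1) and Ccl chemokines at 0.06 (7 genes, percentile 50.4, from −0.05 without Control mouse 2 to 0.28 without Control mouse 1). Medians of the log2 fold changes in the authors' deposited table were 0.09 for acute phase proteins (23 genes, percentile 99.7), 1.37 for toll-like receptors (6 genes, percentile 99.97) and 1.52 for Ccl chemokines (4 genes, percentile 99.8). Among the 306 genes higher in Sham mice in the authors' deposited table, Fisher's exact test gave 7 of 11 Kupffer cell markers (adjusted p = 2.2e-07), the neutrophil markers Ngp and S100a8 (2 of 4, 0.0277), and Apcs, Orm2, Orm3 and Saa3 of the acute phase list (4 of 23, 0.0277). In all, 11 lists passed an adjusted p of 0.05 between Control and Sham mice.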

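Across 11972 transcripts with an FPKM of at least 1 in a group, the log2 changes from Control to Sham and from Sham to VSG mice had a Pearson correlation of −0.532 and a Spearman correlation of −0.510. This is a correlation across genes, which are not independent replicates, and no p-value is given. Both changes contain the Sham libraries, and simulations of 3 unchanged groups with equal spreads gave a mean of −0.501, with −0.537 the lowest of 100. With unequal spreads unchanged groups gave −0.744, with −0.719 the highest of 100. With VSG equal to Sham the mean was −0.331, with −0.374 the lowest. The observed correlation lay outside both of these cases, but VSG equal to Sham was not simulated with unequal spreads. Without Sham mouse 2 the observed correlation was −0.739, and without VSG mouse 2 it was −0.383. Over 9713 transcripts in both of the authors' deposited tables it was −0.513. In 100 simulations of unchanged groups the mean was −0.441 and the lowest value −0.469, and unequal spreads were not simulated for these tables. The paper reasons from the pathways that changed in opposite directions in the 2 comparisons, and concludes that VSG can reverse transcriptome changes induced by diet.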

### Omega-6 metabolism altered in liver after VSG

Several VSG-induced differentially expressed genes were from the CYP450 superfamily. The CYP450 superfamily of proteins act as mono-oxygenases for the synthesis and degradation of endogenous compounds such as fatty acids^14^. 

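The 5 Cyp genes of Supplementary Fig. 4A differed in how far the FPKM values of single mice followed the order of the groups. Cyp2c29 was at 411 ± 102 in Control, 26.4 ± 21.4 in Sham and 273 ± 213 in VSG mice (SD, n = 2), with log2 fold changes of −4.15 and 3.33 (standard error 0.85, adjusted p = 0.242 and 0.766, limma). Both Sham mice, at 41.5 and 11.2, lay below the other 4, which ranged from 123 to 483. Cyp2c50 (chromosome 19, 40164178 to 40188440) has 3 transcripts in the files, of which NM_001167877, the one in the authors' deposited table, was listed at 0 in all 6 mice. Summed over its transcripts, Cyp2c50 was at 246 and 279 in the Control mice, 148 and 20.6 in the Sham mice and 217 and 355 in the VSG mice. Cyp2c55 (NM_028089, chromosome 19, 39081509 to 39117183) was at 1.95 and 1.64 in Control, 0.0584 and 0 in Sham and 0.304 and 2.34 in VSG mice, with log2 fold changes of −1.44 and 1.02 (standard error 0.52, adjusted p = 0.468 and 0.937, limma). Cyp3a25 (NM_019792, chromosome 5, 146788770 to 146821194) was listed at 0 in both Control mice, at 15.9 and 15.4 in the Sham mice and at 39.96 and 375 in the VSG mice. Cyp3a59 (NM_001105160, chromosome 5, 146890834 to 146924861) was listed at 0 and 34.7 in Control, 7.88 and 5.11 in Sham and 13.97 and 0 in VSG mice, so that the SD of the Control mice, 24.6, exceeded each difference between the group means. In the authors' deposited table the log2 fold changes from Control to Sham and from Sham to VSG were −1.94 and 1.36 for Cyp2c29 (adjusted p = 1.2e-04 and 0.279, DESeq2). By the same test they were −1.38 and 1.24 for Cyp2c50 (adjusted p = 0.0968 and 0.822) and −6.26 and 5.54 for Cyp2c55 (1.7e-08 and 6.9e-03). For Cyp3a25 they were −0.66 and 1.65 (adjusted p = 0.918 and 0.998), and for Cyp3a59 −1.91 and 2.54 (4.4e-05 and 0.0109). Cyp2c55 and Cyp3a59 were thus called in both comparisons, whereas Cyp2c29, Cyp2c50 and Cyp3a25 were not called between Sham and VSG mice.

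**Figure D2:**
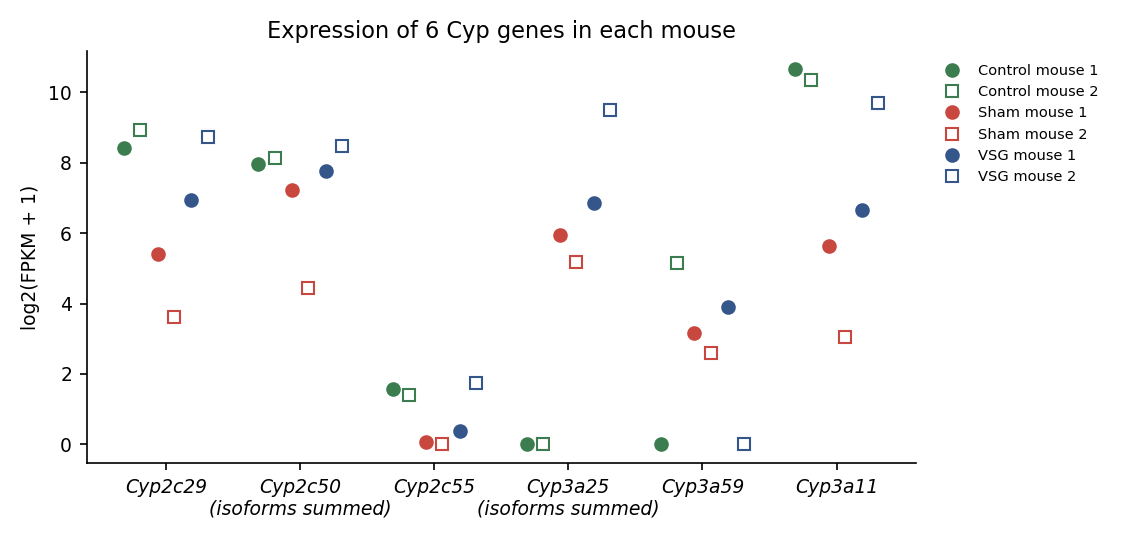
log2(FPKM + 1) of 6 Cyp genes (y axis) in each of the 6 mice by group (x axis), with Cyp2c50 and Cyp3a25 summed over transcripts. A filled circle is mouse 1 and an open square mouse 2 of a group; both Sham mice lie below the other 4 for Cyp2c29, and Cyp3a25 is at 0 in both Control mice.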

Several *Cyp* genes, including *Cyp2c29*, *Cyp2c50*, *Cyp2c55*, *Cyp3a25*, and *Cyp3a59* (Supplementary Fig. 4A), are down-regulated in Sham compared to Control and reversed in VSG. We also noticed the high variability of the FPKM values of different *Cyp* genes, which is consistent with a previous report of diverse expression levels of *Cyp* gene in liver^15^. 

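The 64 Cyp genes with an FPKM of at least 1 in a group had a median FPKM, averaged over the 2 mice, of 45.8 in Control, 33.2 in Sham and 45.0 in VSG mice. An FPKM of at least 100 was reached by 25 of them in Control, 12 in Sham and 23 in VSG mice. Cyp2e1 had the highest value in each group, with an FPKM of 4111 and 4036 in the Control mice, 4686 and 2047 in the Sham mice and 4535 and 6479 in the VSG mice. Cyp3a11 (NM_007818) had 1603 and 1293 in Control, 48.6 and 7.32 in Sham, and 100.1 and 828 in VSG mice.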

We further validated the VSG-induced expression changes of three *Cyp* genes with RT-qPCR (Fig. 4A).

**Figure 4:**
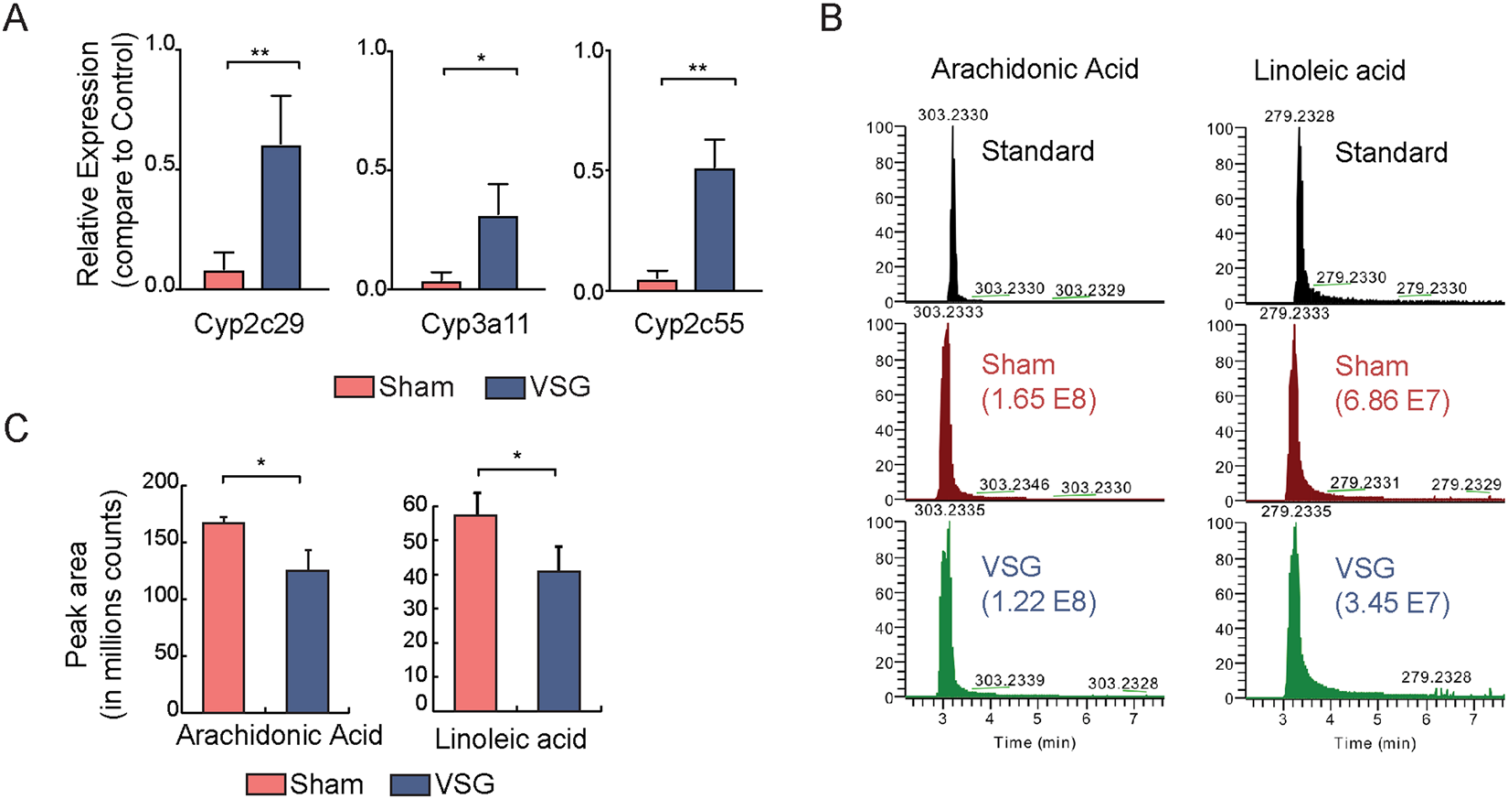
Altered omega-6 metabolism by VSG. (**A**) Relative expression levels of *Cyp*2b29 *Cyp*3a11, and *Cyp*2c55 in Sham and VSG compared to Control mice liver. Expression levels were defined by RT-qPCR. (*Indicates *p* < 0.05, **Indicates *p* < 0.01) (**B**) Representative chromatogram of arachidonic acid and linoleic acid from standards and liver tissues of Sham and VSG mice. Numbers in parentheses represent peak area. (**C**) Peak area from mass spectrometry of arachidonic acid and linoleic acid in Sham and VSG mice liver (*Indicates *p* < 0.05, **Indicates *p* < 0.01; t test).

These *Cyp* genes we identified as altered in VSG are involved in the metabolism of linoleic acid (LA) and arachidonic acid (AA), two polyunsaturated omega-6 fatty acids. Given the expression changes of lipid metabolic enzymes, we further examined the changes in lipid profiles from Sham and VSG mice by mass spectrometry. We observed reduced levels of TGs in VSG compared to Sham mice (Supplementary Fig. 5A), which is consistent with the measurement by the TG kit (Fig. 1D). We also observed reduced levels of diglyceride (DG) in VSG compared to Sham mice (Supplementary Fig. 5A). The level of total free fatty acids (FFA) in liver was the same between Sham and VSG mice (Supplementary Fig. 5B). However, the levels of both LA and AA were reduced in livers of VSG compared to Sham mice (Fig. 4B and C), which is consistent with the result of increased expression of LA and AA metabolic genes in VSG compared to Sham mice (Fig. 4A). These results indicate that VSG induces changes of omega-6 fatty acid metabolism, although the lipid composition in the diet was the same between Sham and VSG mice^12^.

Another *Cyp* gene altered by VSG is *Cyp7a1*, a key rate-limiting enzyme for bile acid synthesis from cholesterol^16^. 

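Cyp7a1 (NM_007824) lies on chromosome 4 from 6192759 to 6202780 on the minus strand. Its FPKM was 2.28 and 2.60 in the Control mice, 0 and 4.58 in the Sham mice and 68.3 and 13.2 in the VSG mice, so that both VSG mice lay above the other 4. From Sham to VSG the log2 fold change was 3.73 (standard error 1.10, adjusted p = 0.846, limma). The authors' deposited table gives 0.96 for this comparison (adjusted p = 0.686, DESeq2) and 0.72 from Control to Sham mice.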

*Cyp7a1* is up-regulated in VSG compared to both Sham and Control mice (Supplementary Fig. 4B). Previous studies have demonstrated increased bile acid in both mouse and human after VSG^5, 17, 18^. The increased levels of *Cyp7a1* expression may be an explanation of the bile acid change after VSG.

### Regulatory factors altered by VSG

To identify potential upstream regulators for the differentially expressed genes, we first used Ingenuity Pathway Analysis (IPA) and identified several nuclear receptors and inflammatory factors involved with the gene expression changes after VSG (Fig. 5A). The most enriched upstream regulators were proinflammatory cytokines, TNF-α and IFN-γ^19^. These factors correspond to the VSG-induced regulatory changes and differentially expressed genes in inflammatory response pathways (Figs 2B and 3D).

**Figure 5:**
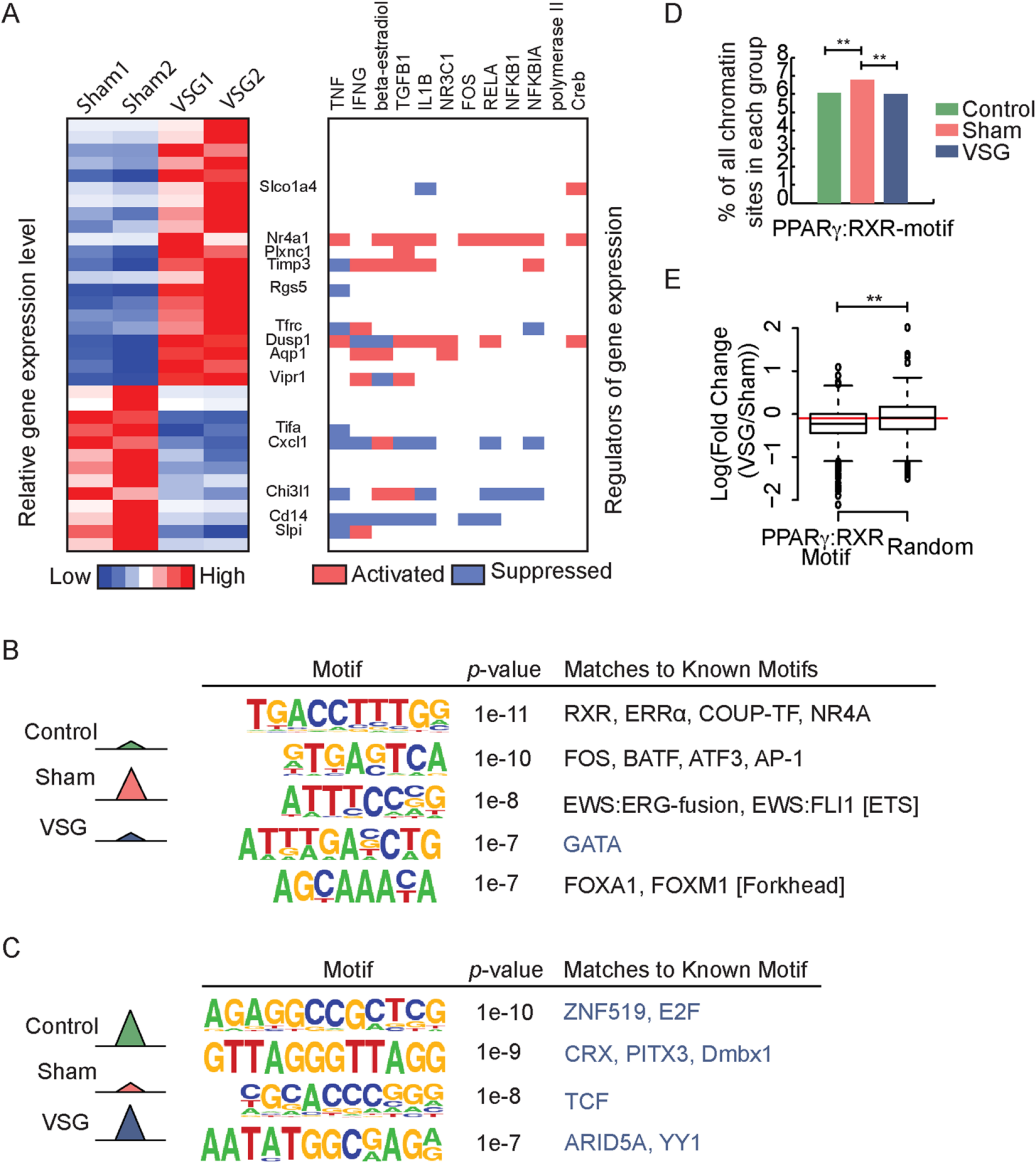
Upstream regulators altered by VSG. (**A**) Heatmap of differentially express genes between Sham and VSG (left), and upstream regulators from Ingenuity Pathways Analysis (right). (**B** and **C**) Identified motifs from reversible chromatin sites that are more (**B**) or less (**C**) accessible in Sham compared to Control and VSG. Numbers in parentheses represent *p*-values of enrichment of motif occurrence in the given set of sequences compared to background, and the percentage of sequences with the motif. (**D**) Percentage of accessible chromatin site in each group that contained PPARγ:RXR motif (**Indicates *p* < 0.01, Fisher’s exact test). (**E**) Fold change (VSG vs Sham) of FAIRE read counts within chromatin sites contain PPARγ:RXR motifs or random chromatin sites (**Indicates *p* < 0.01, Wilcoxon’s rank-sum test).

To identify specific TFs potentially contributing to gene expression changes, we performed *de novo* motif analysis on the sets of chromatin sites with reversible accessibility changes in VSG mice (Fig. 5B,C). The top enriched motif for sites more accessible in Sham and reversed in VSG matched with several nuclear receptors, including retinoid X receptor (RXR) (Fig. 5B). 

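HOMER's motif discovery was not repeated, and the consensus of the PPARγ:RXR site, AGGTCANAGGTCA, was searched for instead, on both strands and with at most 1 mismatch. This direct repeat with a spacing of 1 bp (DR1) occurred in 4 of the 61 reversible sites more accessible in Sham mice (6.56%) and in 1613 of the 59246 union peaks (2.72%; Fisher's exact test, 2-sided, p = 0.0850). With at most 2 mismatches, 9 of the 61 sites (14.8%) and 13.1% of the union peaks had a match (Fisher's exact test, p = 0.704). Of the 175 reversible sites less accessible in Sham mice, 0 had a match with at most 1 mismatch, which allows a share of up to 1.71% (Fisher's exact test against the union, p = 0.0167).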

RXR forms a heterodimer with liver X receptors (LXRs), and can act as either a repressor or activator depending on the availability of ligands^20^. LXR-RXR plays a crucial role in lipid homeostasis, and has been shown to regulate *Cyp7a1* ^20, 21^. RXR can also heterodimerize with PPARγ, a key regulator of lipid metabolism (Supplementary Fig. 6A)^22^. 

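The DR1 consensus with at most 1 mismatch was found in 978 Control peaks (2.32%, Wilson 95% interval 2.18 to 2.47%), 1497 Sham peaks (2.83%, 2.69 to 2.98%) and 1045 VSG peaks (2.35%, 2.21 to 2.49%). The share was higher in Sham than in Control (Fisher's exact test, 2-sided, p = 7.7e-07) and in VSG peaks (p = 2.3e-06), where peaks rather than mice are counted. With at most 2 mismatches, the alternative that moved the shares most, they were 11.5% in Control, 13.4% in Sham and 11.8% in VSG. Sham peaks had a lower GC content, and with the peaks weighted to the GC content of the Control peaks the Sham share was 0.183 percentage points above Control (standard error 0.103), and 1.17 points above it with at most 2 mismatches (standard error 0.220).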

To further investigate this, we scanned the whole genome for PPARγ:RXR motif sites and found that the accessible chromatin sites in Sham mice contained significantly more PPARγ:RXR motif sites compared to Control and VSG mice (Fig. 5D). Examining the fold-change of FAIRE-seq read counts further validated the reduction of chromatin accessibility at PPARγ:RXR motif in VSG compared to Sham mice (Fig. 5E). We also checked the PPARγ expression from the different groups. Both isoforms of PPARγ were up-regulated in Sham compared to Control mice, and VSG mice maintained the up-regulated expression of PPARγ (Supplementary Fig. 6B). 

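Pparg lies on chromosome 6 from 115311239 to 115440419, and the files hold 4 of its transcripts. NM_001127330 had an FPKM of 1.04 ± 0.157 in Control, 1.89 ± 0.982 in Sham and 1.97 ± 0.248 in VSG mice (SD, n = 2). From Control to Sham its log2 fold change was 0.46 (standard error 0.35, adjusted p = 0.697, limma), and from Sham to VSG it was 0.08. NM_011146 was at 0.621 and 1.37 in Control, 3.97 and 0 in Sham and 4.60 and 2.67 in VSG mice. Its log2 fold change of 0.19 from Control to Sham mice (standard error 0.83, adjusted p = 0.959, limma) turned negative with a pseudocount of 0.1. NM_001308352 had 0.565 and 1.20 in the Control mice and was listed at 0 in the other 4, and NM_001308354 was listed at 0 except for 5.91 in a Sham mouse and 4.27 in a VSG mouse. Summed over the 4 transcripts, the FPKM was 2.34 and 3.50 in Control, 11.1 and 2.58 in Sham and 6.75 and 8.73 in VSG mice.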

The induction of PPARγ expression in Sham mice was consistent with previous reports of PPARγ upregulation in fatty liver^23, 24^. However, the consistent expression level of PPARγ in VSG mice does not explain the reduced accessibility at the PPARγ:RXR motif. One possible explanation for the VSG-induced chromatin variation at PPARγ:RXR binding sites could be availability of ligands. Fatty acids, such as linoleic acid, can activate PPAR^25^, which may explain the altered accessibility of PPARγ:RXR binding sites after VSG.

We also searched for enriched motifs at sites less accessible in Sham mice that were reversed in VSG mice. 

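The 175 reversible sites less accessible in Sham mice had a median GC content of 62.9% (quartiles 53.1 and 67.3%), against 52.5% for the union peaks. For the 61 reversible sites more accessible in Sham mice the median was 48.7%. All variable sites showed the same contrast, with 63.9% for the 414 sites more accessible in VSG and 48.9% for the 99 sites more accessible in Sham mice. The peak lists differed too, with a median of 54.6% in Control, 52.0% in Sham and 54.4% in VSG mice. Away from variable sites, 9.45% of the peaks shared by Control and VSG mice were missing from the Sham list in the fifth of the union richest in GC, and 1.09% in the fifth poorest in GC.

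**Figure D3:**
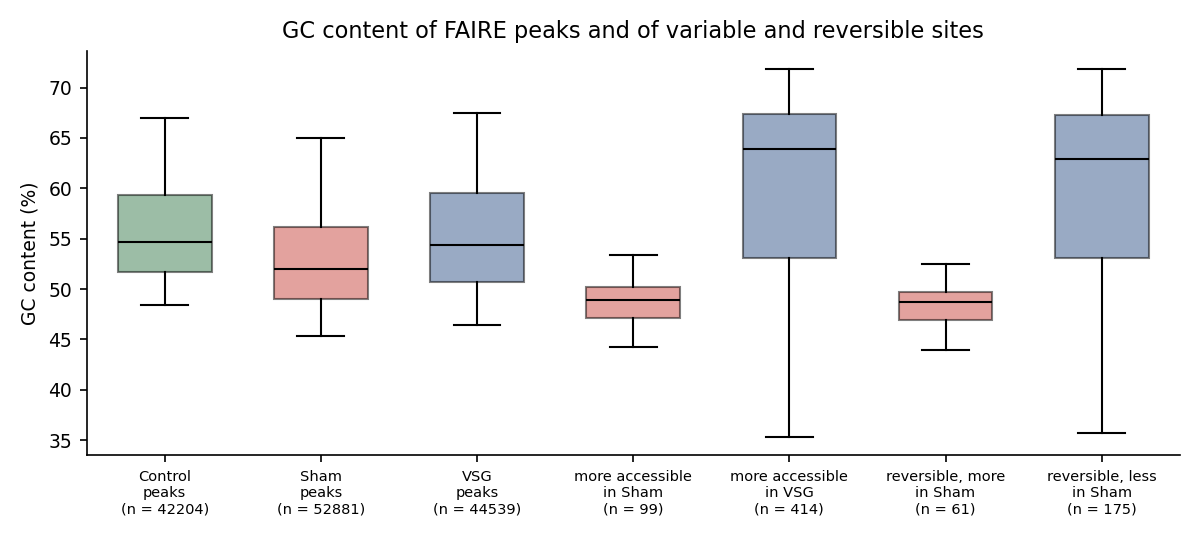
GC content in percent (y axis) of the peaks of each group and of the 4 lists of variable and reversible sites (x axis). Boxes span the quartiles with the median as a line and whiskers the 5 to 95 percentiles; the sites less accessible in Sham mice have medians of 62.9 and 63.9%.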

We noticed that many of these sequences were GC rich. Indeed, 59% (103/175) of these sites are at CpG islands. 

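A site was counted at a CpG island when it overlapped a window of 200 bp with a GC content of at least 50% and an observed over expected CpG ratio of at least 0.6. This held for 118 of the 175 reversible sites less accessible in Sham mice (67.4%, Wilson 95% interval 60.2 to 73.9%). Windows of 500 bp with stricter limits, the alternative that moved the share most, gave 107 sites (61.1%). For comparison, 282 of the 414 sites more accessible in VSG mice (68.1%), 4 of the 61 reversible sites more accessible in Sham mice (6.56%) and 33.8% of the union peaks were at such a window.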

Consistent with this, the *de novo* identified motifs also showed high GC content (Fig. 5C), and matched known motifs have lower matching scores, indicating less confident motif matches (Fig. 5B,C: matched motifs that scored less than 0.7 are colored in blue, while the ones with a score higher than 0.8 are in black).

## Discussion

This study has uncovered molecular pathways and regulatory factors altered in mouse liver after VSG surgery. Our results indicate that inflammatory genes and corresponding regulatory factors are suppressed after VSG, while cytochrome P450-mediated fatty acid metabolic pathways are upregulated after VSG. We further demonstrated that diet-induced changes of gene expression and chromatin accessibility can be reversed by VSG, consistent with the improvement of metabolic phenotypes associated with NAFLD.

The overall body weight for mice that underwent VSG was significantly lower than that of Sham mice, consistent with previous studies on the effectiveness of VSG in persistent weight loss^4, 12^. However, mice that underwent VSG still weighed more than age-matched Control mice 14 weeks post surgery. It may be that a longer period of tracking would show a more significant body weight change. However, within the current experimental design, VSG mice showed reversible hepatic lipid accumulation and triglyceride levels, which further indicates that the beneficial effects of VSG can be independent of overall weight^5^.

Strikingly, one of the most variable pathways altered by VSG involved the *Cyp* genes, which play an important role in lipid metabolism in liver. The upregulation of these genes after VSG was further validated by the reduced levels of linoleic acid in livers of VSG compared to Sham mice. Interestingly, previous studies have demonstrated that dietary conjugated linoleic acid reduces weight gain and fat mass in rodents, although there have been conflicting reports on its effects in humans^26^. Recent studies also show that excessive linoleic acid intake may contribute to chronic inflammation in obese patients^27^. The Sham and VSG mice we used here were fed with the same diet and food intake was similar between the two groups for a majority of the time after surgery^12^. Our results therefore, indicates an alteration of metabolic regulations without the differences of overall change of dietary linoleic acid. In addition, previous studies have shown that polyunsaturated fatty acids, including linoleic acid and arachidonic acid, play important roles in energy balance^28, 29^, although the exact molecular mechanisms remain unclear. This is consistent with the increased energy expenditure in VSG mice we observed previously^12^.

In the post-operative period following VSG, several studies have observed changes in bile acid (BA) composition^30–32^. Besides their functions in lipid absorption and digestion in the intestine, BAs can also act as hormones, interacting with the G-protein-coupled BA receptor 1 (GPBAR-1, also known as TGR5) and the nuclear farnesoid X receptor (FXR)^33^. A recent study demonstrated that the beneficial effects of VSG disappear in FXR knockout mice^17^. We previously demonstrated that TGR5 is necessary for VSG-induced weight loss, insulin sensitizationing, and improvements of fatty liver^12^. A separate study recently demonstrated that TGR5 involved in VSG-induced improvement of glucose homeostasis^34^. We observed the elevated expression of *Cyp7a1*, which encodes a bile acid synthesis enzyme, in livers of mice that underwent VSG compared to Sham and Control. The increased levels of *Cyp7a1* expression may explain the changes in BA after VSG, although a previous study, with different time frames, did not observe the same trend^5^.

In summary, we have shown that VSG modulates a specific group of genes, and corresponding regulatory elements to exert its beneficial metabolic effects. This study may provide novel insight into the future development of effective therapies for obesity, T2D, and NAFLD.

## Research Design And Methods

### Ethics Statement

All the procedures within this study were performed following guidelines from National Institutes of Health. All animal study were approved by the City of Hope Institutional Animal Care and Use Committee (IACUC#14031). All methods were carried out in accordance with the relevant guidelines and regulations.

### Animal and diets

Male C57BL/6J mice were obtained from the Jackson Laboratory and maintained on a standard chow diet ad libitum and a standard 12 h:12 h light/dark cycle until 8 weeks of age. Mice at this age were then given a high-fat diet (Research Diets D12492, 60 kcal% saturated fat) for 14 weeks. These mice were then randomly divided into 2 groups, followed by VSG or Sham surgery. These mice were maintained on the same high-fat diet for 14 weeks after surgery except the recovery during the immediate postoperative period. The mice in the Control group were maintained on standard chow for 28 weeks. During the post-surgery period, the body weights of all mice and food intake were measured weekly. At the end of the experiment, all mice were sacrificed and livers were harvested. Oil Red O and Hematoxylin and eosin (H&E) staining was performed on liver sections by the Pathology Core at the City of Hope using standard procedures.

Triglycerides were assayed by GPO-PAP method (Nanjing Jiancheng Bioengineering Institute). The color intensity of the red dye product is measured photometrically at 510 nm, and is directly proportional to the triglyceride concentration (mmol/L). After adjustment with the protein concentration (gprot/L) in each sample, the reported units of measurement of liver triglycerides are in mmol/g. The Bio-Rad protein concentration assay kit was used for protein measurement.

### VSG surgery

After anaesthetization with isoflurane, the lateral ~80% of the stomach was resected, as previous described^17^. For the Sham surgery group, the stomach was similarly isolated and then subjected to pressure. After the surgery, mice were maintained on a liquid (Osmolite One Cal) diet during the 4-day recovery period. All animals were transitioned onto regular pellets of the designated diet after the recovery period.

### FAIRE-seq

Formaldehyde Isolation of Regulatory Elements (FAIRE) was performed as described previously^8^. FAIRE DNA from two mice of each condition was barcoded and sequenced on the HiSeq 2500 to generate 100 × 100-bp paired-end reads. Sequenced reads were aligned to the mouse mm9 reference genome using bowtie1 and only reads that could be mapped to a unique genomic location were retained^35^. Mapped reads were filtered to exclude improperly paired reads and PCR duplicates. Wiggle tracks were generated for visualization on the UCSC genome browser^36^.

To identify accessible chromatin “peaks” from FAIRE-seq reads, F-seq was used with default parameters and a 250 bp feature length^37^. Irreproducible discovery rate (IDR) analysis was then used to find reproducible peaks between two replicates^38^. A union set of peaks among different conditions was generated by the mergeBed function of BEDTools^39^. To assess global chromatin accessibility across different conditions, read counts for all peaks were normalized^40^, and the conditions were hierarchically clustered with Cluster 3.0^41^ and viewed with TreeView^42^. To identify peaks with variable accessibility between different conditions, we utilized DESeq2 (*p*-value < 0.01)^43^.

### RNA-seq

RNA was extracted from the same livers (two replicates) used for FAIRE using TRIzol (Invitrogen). Ribosomal RNA was depleted from total extracted RNA (Epicenter Ribo-Zero^TM^ magnetic kit, MRZH11124). Eluted RNA was sequenced with Illumina protocols on a HiSeq 2500 to generate 50-bp reads. Sequenced reads were aligned to the mouse mm9 reference genome with TopHat2^44^. Transcript expression was quantified by HTSeq^45^, and DESeq2 was utilized to identify differentially expressed genes. The identification of differentially expressed genes by DEseq2 included adjustment for inter-replicate variations. Genes that differentially expressed in Control vs Sham and Sham vs VSG groups in common were defined as reversible genes. Transcript abundance was quantified as fragments per kilobase of transcript per million fragments mapped (FPKM) using Cufflinks^46^.

### Quantitative real-time PCR

Quantitative Real-Time PCR (qRT-PCR) were performed to validate the expression change of selected genes using additional four liver samples of each condition. Total RNA was extracted from frozen liver tissue using Tri Reagent (Molecular Research Center, Inc), followed by cDNA synthesis using SuperScript First-Strand Synthesis System (Bioland Scientific LLC). qRT-PCR was then performed using SYBR Green qPCR Supermix (Applied Biosystems). The mRNA expression for each gene was normalized to M36B4^17^. Results are shown as relative mRNA level according to 2ˆ(–delta delta CT)^47^. Primer sequences are available in Supplementary Table 4.

### Molecular pathway and motif analysis

Enriched gene ontology terms and KEGG pathways for differentially expressed genes were identified using DAVID (v6.7)^48^. Bonferroni-corrected *p*-values < 0.1 were considered statistically significant. Gene interaction networks were generated by submitting differentially expressed genes to the Ingenuity Pathways Analysis (IPA) (www.ingenuity.com)

To characterize the enriched biological functions of sites of accessible chromatin, we used genomic coordinates of accessible chromatin sites as input for Genomic Regions Enrichment of Annotations Tool (GREAT)^13^. Region-gene associations were defined using default parameters and significant associations for “Mouse Phenotype” and “Disease Ontology” were included. Only terms with a false discovery rate (FDR) < 0.05 were reported.

*De novo* motif discovery was carried out using HOMER (version 4.8) with default parameters^49^. Motifs were matched to known motifs with higher scores being better matches. STORM^50^ was further used to scan for occurrences of the PPARγ:RXR motif genome wide. Putative binding sites were defined by motif occurrences within accessible chromatin regions identified in C57BL/6J mouse liver, similar to what has been reported before^51^.

### Lipid extraction and Mass spectrometry

Livers from additional three mice of each condition was used for lipid extraction followed by mass spectrometry. Mouse liver tissue was flash frozen in liquid nitrogen immediately after sacrifice, then a portion of 100 mg was transferred to tubes containing glass beads and homogenized at 4 °C for 6 min in 0.25 mL PBS containing 2 mM EDTA and 100 μM t-butylated hydroxytoluene^52^. The homogenate was extracted using 0.75 mL of chloroform/methanol (2:1), concentrated in a nitrogen evaporator then dissolved in a volume of buffer B (10% acetonitrile in isopropanol containing 10 mM ammonium formate), proportional with the initial tissue weight for analysis.

The lipids (10 µL injection) were separated with a Dionex Ultimate 3000 UHPLC on a Phenomenex Kinetex 2.1 × 100 mm C18 column with 1.7 µm particle size with a gradient of isopropanol/acetonitrile/water over 25 min from 60% buffer A (40% acetonitrile in 10 mM ammonium formate in water) to 100% buffer B over 15 min then 4 min at 100% B^53^. Lipids eluting from the UHPLC column were measured with a Thermo Orbitrap Fusion mass spectrometer operated in DDA in either positive or negative ion mode, scanning from 210–1410 at 120000 resolution with a 1 sec duty cycle during which the maximum number of precursor ions were selected by the quadrupole, with an isolation width of 1.4 Da, for HCD fragmentation and their product ion spectra subsequently measured in the Orbitrap at 30000 resolution. The data was then analyzed by *in silico* product ion database search using Thermo Lipid search 4.1.

### Statistical analysis

Data in this study is presented as mean ± standard deviation or standard error of the mean. Statistical tests were performed using Student’s t test or one way ANOVA, and *p* < 0.05 was considered statistical significant.

## Electronic supplementary material

Supplementary Documents

# Supplementary material for: Vertical sleeve gastrectomy reverses diet-induced gene-regulatory changes impacting lipid metabolism
**Source:** Sci Rep. 2017 Jul 13;7:5274. doi: 10.1038/s41598-017-05349-2
**Supplement:** Supplementary file 1 — Supplementary Documents

# **Vertical sleeve gastrectomy reverses diet-induced gene-regulatory changes impacting lipid metabolism**

Juan Du<sup>1,2</sup>, Jingyan Tian<sup>1,3</sup>, Lili Ding<sup>1</sup>, Candi Trac<sup>1</sup>, Brian Xia<sup>1</sup>, Siming Sun<sup>1</sup>, Dustin E. Schones<sup>1,2</sup>,  
Wendong Huang<sup>1,2</sup>

## Supplementary Figure 1

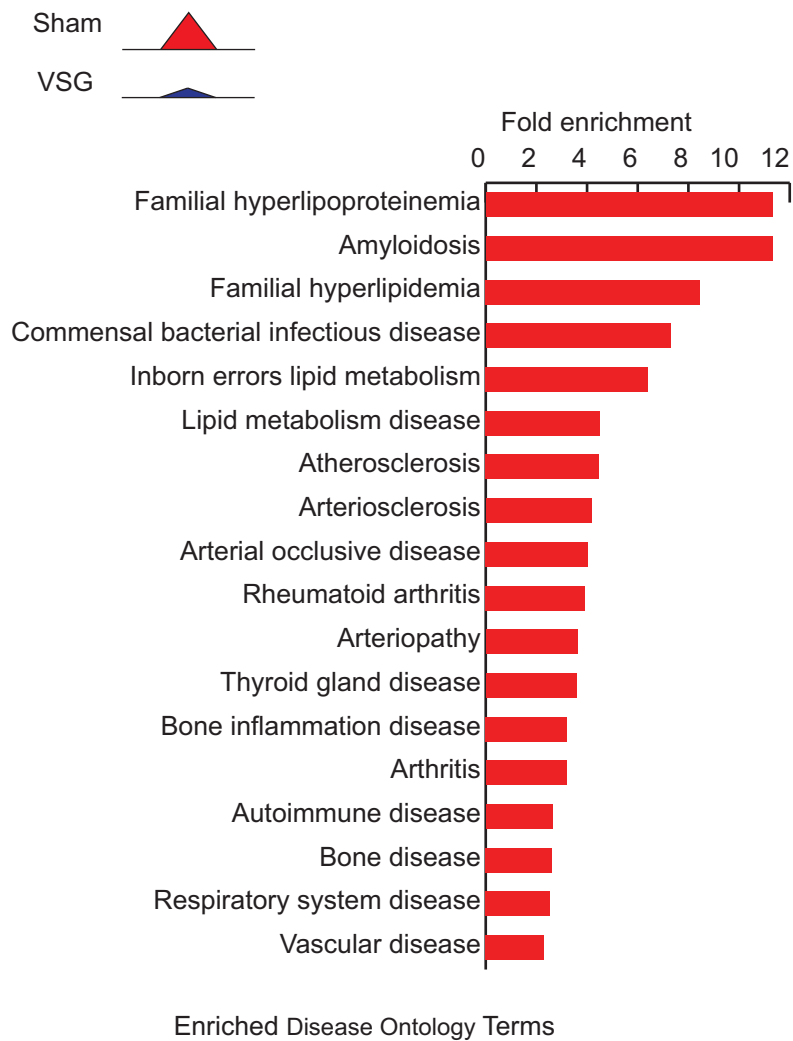

Supplementary Figure 1 - Function of chromatin sites that are less accessible in VSG compared to sham. Functional analysis was done using GREAT.

# Supplementary Figure 2

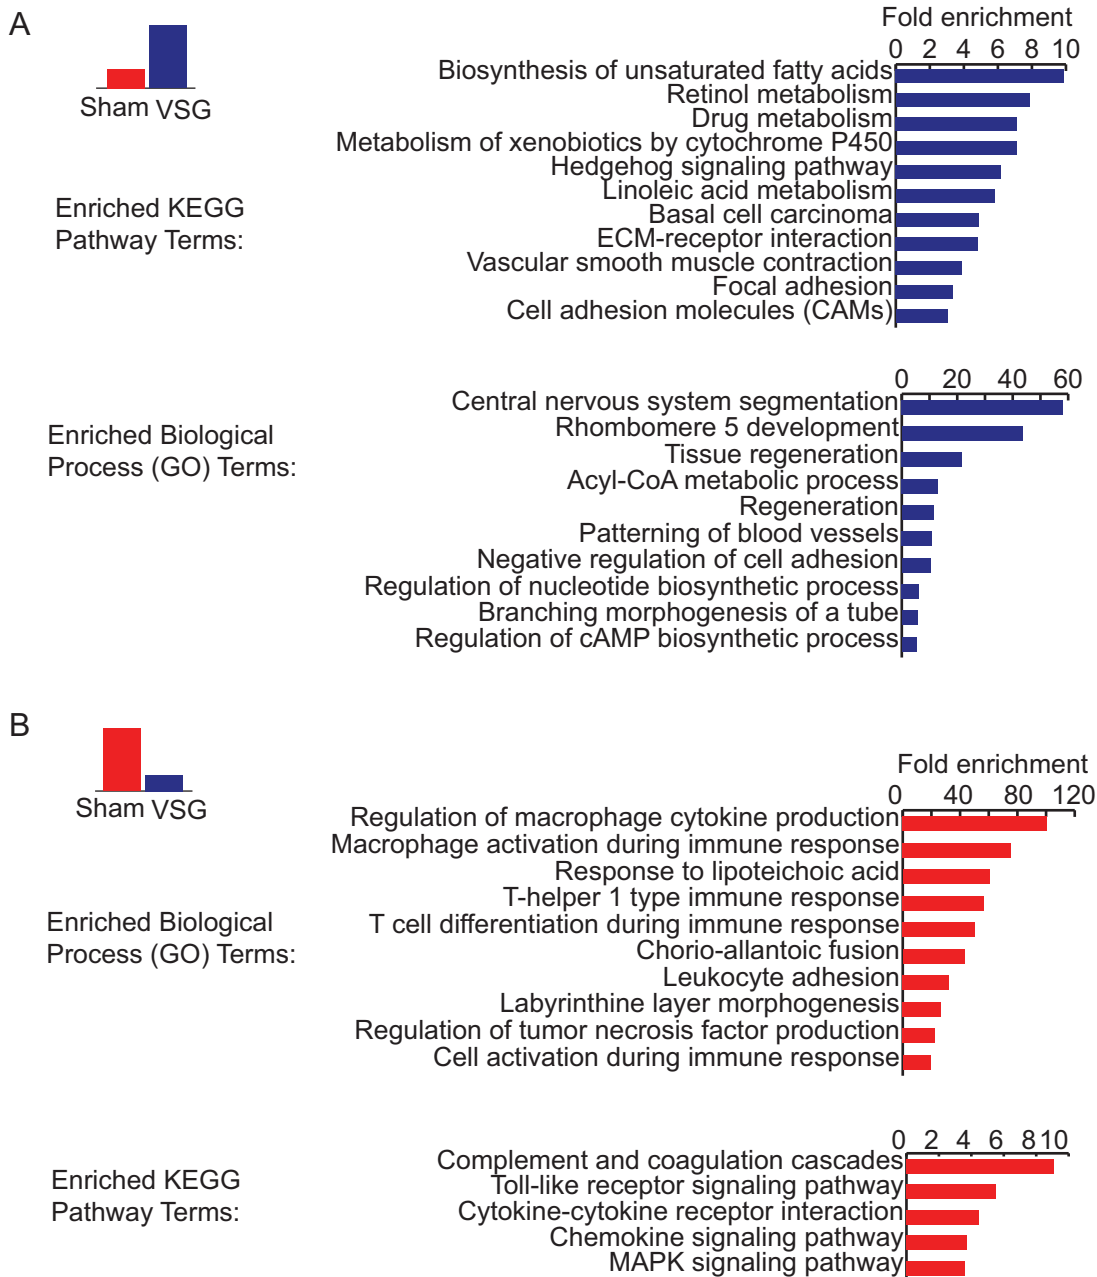

Supplementary Figure 2 - Function of differential expressed genes (DESeq2,  $p$ -value < 0.05) in VSG mice compared to sham mice. (A-B) Enriched KEGG pathways and biological process for genes up-(A) or down-(B) regulated in VSG mice compared to sham. Pathway analysis was done using DAVID, and Bonferroni-corrected  $p$  values smaller than 0.05 were considered as statistically significant association.

# Supplementary Figure 3

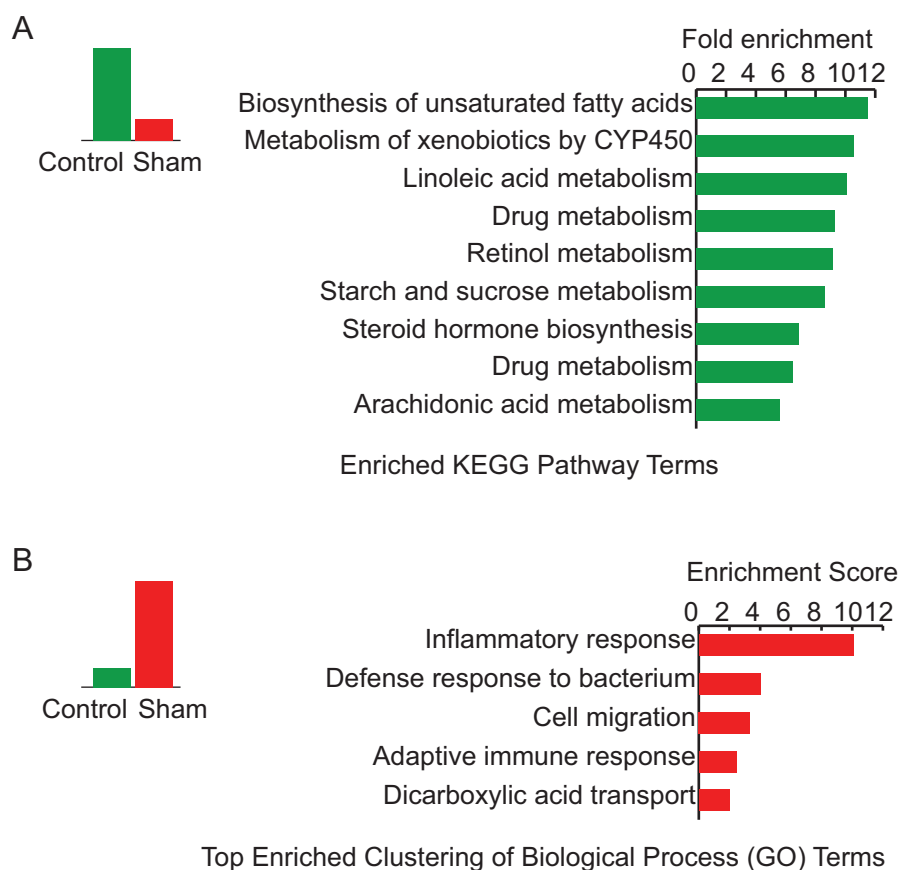

Supplementary Figure 3 - Function of differential expressed genes in sham mice compared to control mice. (A) Enriched KEGG pathways for genes down-regulated in sham mice. (B) Enriched biological process for genes up-regulated in sham mice. Pathway analysis was done using DAVID.

## Supplementary Figure 4

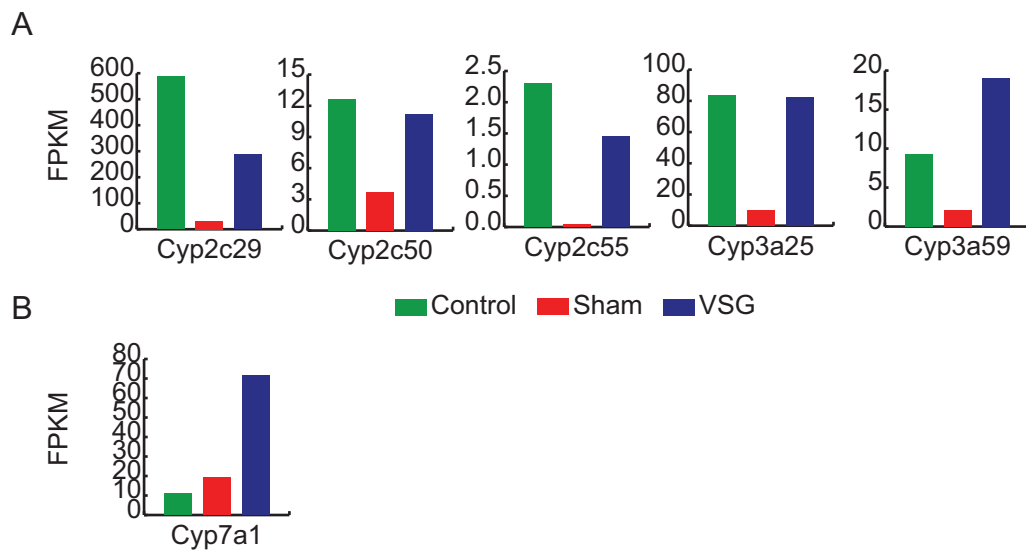

Supplementary Figure 4 - Expression of Cyp genes altered after VSG. Expression level of Cyp genes in the pathways of linoleic acid metabolism (A) and bile acid synthesis (B). FPKM: fragments per kilobase of exon per million fragments mapped.

Supplementary Figure 5

A

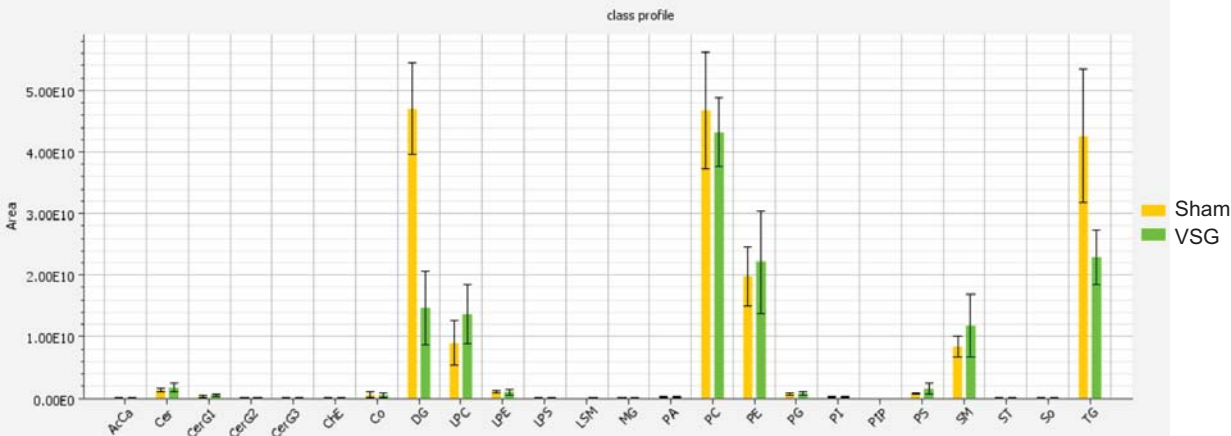

B

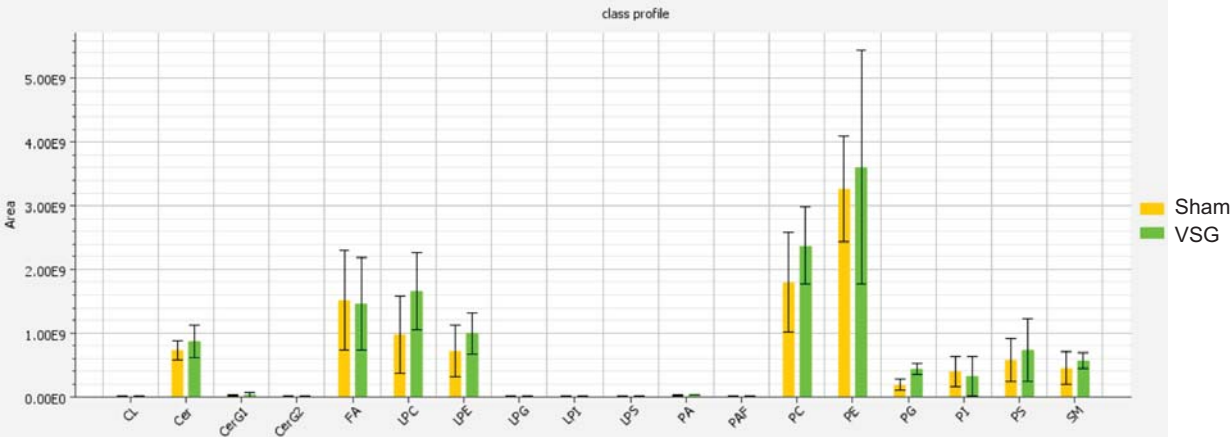

Supplementary Figure 5 - Lipidomics class profile. Lipid class profile in positive (A) or negative (B) ion mode.

## Supplementary Figure 6

A

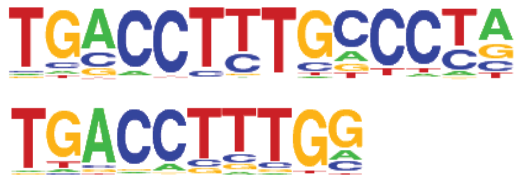

PPAR $\gamma$ :RXR  
3T3L1-RXR-ChIP-Seq (GSE13511)  
[Genes Dev 2008 Nov 1;22(21):2953-67]

Top Motif  
(Reversible high in Sham)

B

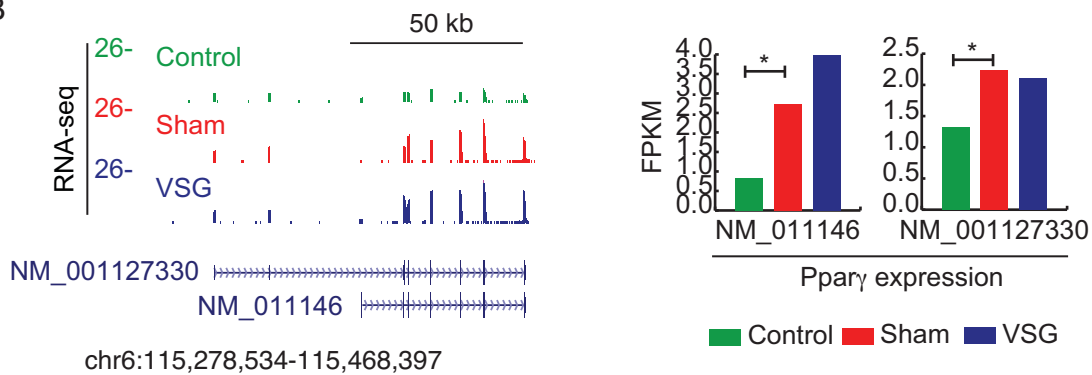

Supplementary Figure 6 - PPAR $\gamma$  in VSG. (A) Top motif in reversible chromatin sites matched with PPAR $\gamma$ :RXR binding site. Top: known PPAR $\gamma$ :RXR binding motif. Bottom: top enriched motif for reversible chromatin sites more accessible in sham liver. (B) Expression level of PPAR $\gamma$  in three conditions. Left: UCSC genome browser tracks of RNA-seq data at PPAR $\gamma$  locus. Right: FPKM for PPAR $\gamma$  isoforms.

Supplementary Table 1: Differential expressed genes between Sham and VSG in wild type mice (DESeq2, FDR 10%)

Supplementary Table 1a: Genes down-regulated in VSG compared to Sham

Supplementary Table 1b: Genes up-regulated in VSG compared to Sham

Supplementary Table 2: Differential expressed genes between Sham and VSG in wild type mice (DESeq2,  $p$ -value < 0.05)

Supplementary Table 2a: Genes down-regulated in VSG compared to Sham (132 genes)

Supplementary Table 2b: Genes up-regulated in VSG compared to Sham (223 genes)

Supplementary Table 3: Differential expressed genes between sham and control mice (DESeq2, FDR 10%)

Supplementary Table 3a: Genes up-regulated in sham compared to control (308 genes)

Supplementary Table 3b: Genes down-regulated in sham compared to control (222 genes)

Supplementary Table 4: The Primers for RT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

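The study holds 12 samples, 6 of FAIRE-seq and 6 of RNA-seq, from 2 mice in each of the Control, Sham and VSG groups. Processing started from the tables that the authors deposited, and no reads were aligned again. The alternatives to each choice, 52 in number, the 28 gene lists and the rule for named genes were set before the data were examined, and 6 further alternatives were chosen after the data were seen.

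The FPKM values were estimated by the authors with Cufflinks for each RefSeq transcript and each mouse, after alignment to mm9 with TopHat2. The log2 fold changes and the p-values of the comparison tables, with their adjustment, were computed by the authors with DESeq2 on HTSeq counts before deposition. The signal of each FAIRE peak was computed by the authors with F-seq, with peaks retained by IDR across the 2 mice of a group. The authors' lists of variable sites give positions only.

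FPKM values were transformed to log2(FPKM + 1) and fitted with limma 3.58.1 in R 4.3.3, with a trend in the moderated variance, for transcripts with an FPKM of at least 1 in at least 2 mice. Adjusted p-values follow BH over all transcripts of a comparison, at an FDR of 10%, the level of the authors. For gene lists, the FPKM was summed over the transcripts of a gene. The median log2 change of each list was ranked among 10000 random lists, drawn within 20 bins of expression, for genes with an FPKM of at least 1 in a group. Of 100 lists drawn at random, 7 lay outside the central 95% of their own random lists. Enrichment among the authors' calls was tested with Fisher's exact test, 2-sided, on genes with a p-value in the table, with BH over all lists and directions of a comparison.

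Genes were taken from NCBIM37, in which 31842 of the 34969 transcript identifiers found a gene. Positions printed for a gene are those of this annotated gene, which can differ from the span of its RefSeq transcript. Peaks of the 3 groups were merged where they overlapped. The location of a site was promoter within 1000 bp of a TSS, otherwise exon, intron or intergenic. Motifs were searched for in the mm9 sequence, and copies of a sequence with BLAST 2.17.0 at an identity of at least 95% over at least 80% of the length. In sequences made for testing, 500 of 500 planted motifs and 500 of 500 planted CpG islands were found, against 1 of 500 and 24 of 500 in sequences without them. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.

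Genes named in the text are those the paper names and, in each direction of each comparison, the 3 with the smallest adjusted p-value in the authors' deposited table. Sites named are those nearest to Cyp2c29 and Cd14, since the site lists hold no value to rank by. The gene lists were markers of liver sinusoidal endothelial cells, stellate cells, Kupffer cells, neutrophils, cholangiocytes and hepatocytes. They further covered acute phase, immediate early, circadian, female-biased and male-biased genes, CAR/PXR targets, PPAR targets, lipogenesis, cholesterol synthesis and bile acid synthesis. Families by symbol were Cyp, Cyp2b, Cyp2c, Cyp3a, Cyp4a, Ugt, Gst, Mup, Cxcl, Ccl, toll-like receptors, and Rpl or Rps followed by a digit, which takes in ribosomal proteins and also kinases such as Rps6ka4.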

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

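Among the tests in this part, those of the share of hepatocytes and of a single VSG mouse were chosen only after the result was seen.

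Markers of liver sinusoidal endothelial cells, which the paper does not discuss, were lower in Sham than Control mice by a median log2 change of −1.18 (10 genes, all lower, percentile 0 among random lists). From Sham to VSG mice the same list rose by 0.87 (9 of 10 higher, percentile 100), and VSG lay at −0.19 relative to Control. Of these genes, 7 of 11 were called lower in Sham mice in the authors' deposited table (Clec4g, Dnase1l3, Ehd3, Flt4, Kdr, Lyve1 and Oit3, named after their values were seen, Fisher's exact test, adjusted p = 4.6e-08). Relative to the Control mean, the list stood at −0.78 and −1.34 in the Sham mice and at 0.00200 and −0.24 in the VSG mice. A single Sham mouse was not the cause, since the smallest fall with a Sham mouse left out was −0.78, and without Control mouse 1 the median was −0.68. A lower share of hepatocytes in the Sham livers would raise the markers of all other cell types together, whereas those of Kupffer cells rose by 1.03 and those of endothelial cells fell. A smaller share of endothelial cells, or a lower expression in them, after a high-fat diet remains a possible explanation, which the tests here did not address, since RNA of the whole liver was measured.

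Immediate early genes, also outside those the paper discusses, rose from Sham to VSG mice by a median of 0.84 (14 genes, 10 higher, percentile 99.99). From Control to Sham mice the list stood at −0.13, with 0.09 without Control mouse 1 and −0.38 without Control mouse 2. Dusp1 and Nr4a1 were called higher in VSG mice in the authors' deposited table (2 of 15, Fisher's exact test, adjusted p = 6.3e-03). Without VSG mouse 1 the median was 0.0395, and without VSG mouse 2 it was 1.70. Fos was at 71.6 in VSG mouse 1 and at 2.72 in VSG mouse 2, where the Sham mice had 0.966 and 1.71, and Jun was at 74.4 and 18.2 in the VSG mice. Other genes of the list were higher in both VSG mice: Dusp1 was at 25.9 and 20.4, against 8.34 and 4.06 in the Sham mice, and Zfp36 at 150 and 69.5, against 48.8 and 38.3. In the Control mice Dusp1 was at 26.5 and 17.1 and Zfp36 at 63.7 and 35.3. Dusp1 in VSG mice thus stood at the Control level. From Control to Sham its log2 fold change in the authors' deposited table was −1.44 (adjusted p = 1.2e-03, DESeq2). Nr4a1, in contrast to the authors' call, was listed at 0 in both VSG mice. The median of the list is consistent with a response in 1 of the VSG mice, with 0.0395 left without it, but that mouse does not account for Dusp1 and Zfp36. The genes printed here were chosen after their values were seen. Stress or handling of that mouse before the liver was taken could raise these genes, and an effect of VSG stays open, since no test here separates them in 2 mice.

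On chromosome Y, which the paper does not discuss, lay 12 of the 414 sites more accessible in VSG than Sham mice and 34 of the 59246 union peaks (Fisher's exact test, 2-sided, p = 3.3e-16). All 12 sites lay in 1 stretch of the chromosome, from 2652136 to 2893866, and were nearest to Gm3395. The test counts these neighbouring sites as independent, so that its p-value overstates the evidence. Of the 99 sites more accessible in Sham mice, 0 lay on chromosome Y. Among the 12 sites, 11 had a near-identical copy elsewhere in the genome, against 18 of 100 other sites of the list. Away from the variable sites, the Sham list held 9 of 22 peaks on chromosome Y (40.9%), and the Control and VSG lists 15 each (68.2%). Off chromosome Y, 87.7% of the union peaks were present in the Sham list (Fisher's exact test against these, p = 2.4e-07). The copies are the same in all groups and the authors kept uniquely mapped reads, so that repeated sequence does not by itself give a difference between Sham and VSG mice, and whether it contributed cannot be told apart from a lower signal in Sham mice. With 40.9% of the peaks present, also away from the sites, the lower signal in the Sham list was not confined to the variable sites. Where these 22 peaks lie along the chromosome is not given here, so that a lower signal from all of it was not shown. A biological loss of accessibility on chromosome Y in Sham mice was not tested.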

How the results depend on the processing

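The summed FPKM, the removal of transcripts listed at 0 and the median of lists, the correlation and the named genes without each mouse were chosen after seeing the data, and all other alternatives were planned. Unless a reason is given, the cause was not tested.

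At an unadjusted p-value under 0.05 in the authors' deposited tables, the number of called genes was 1311 between Control and Sham and 355 between Sham and VSG mice, as a looser threshold makes it. With BH recomputed, the counts stayed at 530 and 34. At the unadjusted threshold 12 lists were enriched between Sham and VSG mice. The background of genes with an FPKM of at least 1 was applied to the authors' adjusted calls instead, and there 1 list was enriched. These counts differ in threshold as well as background, so the effect of the background cannot be read from them. The share of reversible genes was 94.1% by opposite sign alone and 32.7% among genes at an unadjusted p-value under 0.05.

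By limma, 40 transcripts were called between Control and Sham and 9 between Sham and VSG mice. A pseudocount of 0.1 gave 65 and 19, and no filter on FPKM gave 109 and 31, with more transcripts tested. With only the 2 groups compared in the fit, 7 and 0 were called, and 434 transcripts had an unadjusted p under 0.05 between Sham and VSG. Summing FPKM over the transcripts of a gene gave 5 between Sham and VSG mice. Without transcripts listed at 0 in any mouse, 5 and 0 were called, with 474 under an unadjusted p of 0.05 between Sham and VSG, so that most calls rest on values of 0. The number of transcripts at least 2-fold apart was 1563 between Sham and VSG mice and 1924 to 2477 with 1 mouse left out, and all called transcripts kept their sign. The comparison by edgeR was not run, since no table used here holds counts.

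With the replicate number as a replicate block, limma called 12 transcripts between Control and Sham and 0 between Sham and VSG mice, with 1204 and 602 under an unadjusted p of 0.05. Replicate numbers do not pair the mice, since the deviations of mouse 1 from mouse 2 correlated between groups by 0.118 (Control and Sham), 0.0643 (Control and VSG) and 0.0389 (Sham and VSG) over 9868 genes.

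The correlation of the changes in the comparisons lay between −0.739 (without Sham mouse 2) and −0.383 (without VSG mouse 2).

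For the medians of gene lists, 168 of 192 values under other settings were the same in direction and side of the central 95%, 5 were weaker, 7 stronger and 12 reversed, and without 1 mouse 130 of 192 were the same and 62 moved. Without a filter on FPKM, the female-biased list reversed from Control to Sham to 0.00925 and the male-biased list from Sham to VSG to −0.0176. With the authors' log2 fold changes, the Control to Sham medians reversed to 1.06 (female-biased), −0.0212 (cholesterol synthesis) and −0.19 (PPAR targets). From Sham to VSG they reversed to −0.24 (hepatocyte), −0.30 (male-biased), −0.00095 (lipogenesis), −0.14 (PPAR targets), −0.0481 (bile acid synthesis), 0.0228 (Cyp4a) and −0.0275 (toll-like receptors).

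For named genes, 125 of 176 values under other settings were the same, 2 weaker, 20 stronger, 16 moved and 13 reversed, and without 1 mouse 167 of 184 were the same and 17 moved. A pseudocount of 0.1 reversed 1500017E21Rik to 1.13 (Control to Sham) and −0.94 (Sham to VSG), and Pparg (NM_011146) to −0.69 (Control to Sham). A pseudocount of 0.01 gave 2.72 and −2.53 for 1500017E21Rik, −2.23 for this Pparg transcript and −1.07 for Prtn3 (Control to Sham), all transcripts listed at 0 in a mouse. Summing over transcripts reversed Pparg (NM_001308354) to 0.40 (Sham to VSG). With the authors' log2 fold changes, Control to Sham reversed to −0.66 for Cyp3a25, −1.91 for Cyp3a59, 0.72 for Cyp7a1 and −2.49 for Slco1a4, and Sham to VSG to 2.54 for Cyp3a59.

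Taking the 50% of FAIRE peaks with the highest signal left 21102 in Control, 26440 in Sham and 22269 in VSG by construction. A reciprocal overlap of 50% gave Jaccard indices of 0.541 (Control and Sham), 0.622 (Control and VSG) and 0.604 (Sham and VSG), and base pairs gave 0.585, 0.654 and 0.623. With the same number of peaks the indices were 0.645 for Control and Sham and 0.714 for Sham and VSG. By the same setting, 89.9% of the sites more accessible in Sham lay in a Sham peak, 35.5% and 94.2% of the sites more accessible in VSG lay in a Sham and a VSG peak, and 46.3% of the reversible sites less accessible in Sham lay in a Sham peak. Requiring an overlap of 50% of the site, 37.2% of the sites more accessible in VSG lay in a Sham peak, and of the reversible sites less accessible in Sham 97.7% lay in a Control and 47.4% in a Sham peak. Both settings admit fewer overlaps by construction. For genes within 10 kb of a site, 72.7% near sites more accessible in Sham were lower in VSG and 57.2% near sites more accessible in VSG were higher, with fewer genes tested. Windows of 500 bp left 0 of the 61 reversible sites more accessible in Sham at CpG islands, which allows a share of up to 5.92%. The depth of the FAIRE libraries is unknown, and a peak missing from a list can mean a lower depth.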

Differences from the paper's values

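The settings compared below were planned before the data were examined, except for the summed FPKM and the removal of transcripts listed at 0, which were chosen after seeing the values.

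The paper calls 34 genes between Sham and VSG mice, and limma on FPKM called 9. Without a filter on FPKM the count was 31, which closes the gap in number only, since 0 of these 31 transcripts were among the paper's 34, of which 33 were tested. A pseudocount of 0.1 (19), the replicate block (0) and a fit of only the 2 groups (0) did not close it, nor did summed FPKM (5) or leaving out transcripts listed at 0 (0), both chosen after seeing the values.

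For the DR1 motif, the paper's Fig. 5D gives about 6.0% of Control peaks, about 6.8% of Sham peaks and about 6.0% of VSG peaks, read by eye, and the consensus with at most 1 mismatch gave 2.32%, 2.83% and 2.35%. None of the planned settings closed the gap: at most 2 mismatches gave 11.5%, 13.4% and 11.8%, the central 200 bp 1.42%, 1.84% and 1.63%, and the same number of peaks 2.32%, 2.91% and 2.37%.

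For 16 genes the paper's supplement prints FPKM values of the 3 groups, and 17 of these 48 values lay both more than 1.5-fold and more than the SD of the 2 mice from the mean of the deposited values of the same transcript. The other 31 did not meet both conditions, among them values of genes with a large SD. For Cyp2b10 the paper gives 0.0 in Sham mice, against 0.0240. For Cyp2c50 the paper gives 12.6 in Control, 3.73 in Sham and 11.2 in VSG mice, where the deposited table lists 0 in all mice. For Cyp3a25 the paper gives 83.9 in Control, listed at 0 here, and 9.82 in Sham mice, against 15.7. For Cyp3a59 it gives 2.08 in Sham and 19.0 in VSG mice, against 6.49 and 6.99. For Cyp7a1 the paper's values are 11.0 in Control and 19.4 in Sham mice, against 2.44 and 2.29. For Gm7694 in VSG mice the paper has 2.42, against 1.59, and for Slco1a4 in Control mice 10.8, against 0.747. For Nr4a1 the paper gives 1.04 in Sham and 5.2 in VSG mice, against 0.635 and a value listed at 0 in both VSG mice. For Upp2 it gives 7.39 in Control, 0.595 in Sham and 4.16 in VSG mice, and the deposited table lists 0 in all mice. No alternative was planned for these values. Among 757 transcripts in both, the median log2 ratio of the supplement to the deposited mean was 0.36 in Control (700 above 0 in both), 0.28 in Sham (710) and 0.18 in VSG mice (704).

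The paper shows Cyp2c29 and Cd14 as examples of changed sites, whereas no deposited peak lay within 5 kb of Cyp2c29 and the Sham peak at Cd14 was not among the variable sites. The paper shows Cyp3a25 lower in Sham than Control mice, whereas its FPKM was listed at 0 in both Control mice. Among the genes the paper calls higher in VSG, Col14a1 (−0.06), Cyp2b13 (−0.25), Cyp3a59 (−0.93) and Nr4a1 (−0.70) had a lower log2(FPKM + 1) in VSG than Sham mice.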

Other observations

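Of the tests in this part, those of libraries differing by GC content, of a larger spread, of the correlations, of isoforms and of GC content behind the DR1 motif were chosen only after the result was seen.

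The sites more accessible in VSG mice were rich in GC and those more accessible in Sham mice were not. Among peaks away from all variable sites, the share of Control and VSG peaks missing from the Sham list rose with GC content to 9.45% in the GC-richest 20% of the union. With the same number of peaks from each list it was 16.6% there, and among peaks more than 1000 bp from a TSS and not at a CpG island it was 20.4%, so that the change was not confined to promoters and CpG islands. Whether the larger number of peaks called in Sham mice adds to the contrast remains open, since neither the share of sites in each list nor their GC content with equal numbers of peaks could have excluded it. With 9.45% of GC-rich peaks missing, the contrast is consistent with a difference between the FAIRE libraries that depends on GC content. A lower accessibility of GC-rich chromatin after a high-fat diet, reversed by VSG, remains open, since each list pools its mice and no value per mouse was used.

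Reversible genes were more frequent than the Sham libraries shared by both comparisons would give with equal spreads, where the central 95% of simulations ended at 17 of 32 and 23 were observed. A larger spread between the Sham mice remains open as the cause for these genes, and it cannot be told apart from a reversal by VSG. In simulations with the correlation between the comparisons as observed over all genes, the median was 9 of 32 (5 to 14), and 0 simulations reached 23. With unequal spreads, 703 of 1000 simulations of unchanged groups reached 23, but 0 did where Control and Sham differed as called and VSG equalled Sham, and the calls themselves depend on the spread. The unchanged groups still counted the 516 largest Control to Sham statistics as called. For that comparison the authors' deposited table holds 1311 transcripts with an unadjusted p-value (DESeq2) under 0.05, where 499 would be expected by chance. Across all genes, the correlation of −0.532 in FPKM was within reach of unchanged groups with equal spreads, which gave −0.501. With unequal spreads unchanged groups gave −0.744, with −0.719 the highest of 100 simulations. With VSG equal to Sham the mean was −0.331, with −0.374 the lowest. The observed correlation lay outside both of these cases, so that among unchanged groups only equal spreads came near it. VSG equal to Sham was not simulated with unequal spreads, and that case stays open. The correlation of −0.513 in the authors' deposited table went beyond the lowest of 100 simulations of unchanged groups, −0.469, but unequal spreads were not simulated for this table. A reversal of the effect of diet by VSG remains open as a biological explanation.

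Of the 34 genes called in the authors' deposited table, 5 did not move the same way in FPKM. Reads shared between isoforms in the FPKM estimate were not the cause for most, since 4 of the 5 have a single transcript in the FPKM table and so no listed isoform to share reads with. Upp2 has 3 transcripts and turned to the authors' direction when these were summed. Col14a1, Cyp2b13, Cyp3a59 and Nr4a1 were listed at 0 in 1 or both VSG mice, and a listed 0 can be a failed estimate. Whether this turned their direction was not tested, nor was any biological explanation.

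The DR1 consensus was more frequent in Sham peaks, and a lower GC content of these peaks was not the whole cause, since at equal GC content the excess over Control was 1.17 percentage points with at most 2 mismatches (standard error 0.220). With at most 1 mismatch the excess at equal GC content was 0.183 (standard error 0.103), less than 2 standard errors, so that GC content may account for most of the difference there. A use of PPARγ sites in Sham mice remains open.

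The 5 peaks with the highest signal were the same regions in all 3 lists, and 4 of the 5 had other copies or a match to mitochondrial DNA, among them the region on chromosome 1 from 24618294 to 24623100 with an identity of 99.9%. With 4 of 5 matched, nuclear copies of mitochondrial sequence or other repeats are a likely source of these peaks, and no biological explanation was tested.

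Lists outside the paper's claims had the following median log2 changes from Control to Sham and from Sham to VSG mice. Hepatocyte markers stood at −0.48 and 0.41 (10 genes, percentiles 1.62 and 93.0), with −0.09 and 0.06 without Sham mouse 2. Stellate cell markers stood at −0.98 and 1.12 (6 genes, percentiles 0.06 and 99.99). Circadian genes stood at −0.24 and 0.25 (14 genes, percentiles 4.04 and 94.1), with −0.06 and −0.59 from Control to Sham without Control mouse 1 and 2, and −0.21 from Sham to VSG without VSG mouse 2. Female-biased genes stood at −0.99 and 1.77 (6 genes, percentiles 0.1 and 100), with 0.20 from Control to Sham without Control mouse 2 and 0.62 from Sham to VSG without Sham mouse 2. Male-biased genes were lower in Sham mice for 9 of 10 genes (percentile 0, median −0.16 without Sham mouse 2) and rose by 0.32 from Sham to VSG (percentile 90.2), with −0.39 without Sham mouse 2. Genes of the Rpl/Rps list, which are not all ribosomal proteins, stood at 0.20 and −0.07 (87 genes, percentiles 98.7 and 0), with 0.02 and 0.14 without Sham mouse 1. Cholangiocyte and Cyp2b lists held 2 genes each with a value, and without the filter on FPKM they stood at −0.14 and −0.0015 (cholangiocyte, 6 genes) and at −0.01 and 0.03 (Cyp2b, 5 genes). Mup genes have no FPKM in the files, and 15 of them stood at −0.27 in both comparisons in the authors' deposited table. No symbol matched the Gst list, since its symbols carry a letter after the prefix.

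PPAR targets and cholesterol synthesis stood at 0.39 and 0.19 from Control to Sham mice (percentiles 99.5 and 85.7), with −0.13 and −0.19 without Control mouse 2. Among the genes called higher in Sham mice in the authors' deposited table, PPAR targets were 4 of 17 (Fisher's exact test, adjusted p = 0.0111). From Control to VSG mice, limma called 25 transcripts. In the first 2 principal components, with 28.6% and 21.8% of the variance, no test between groups was made.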
